# Utilizing the KSC Fixation Tube to Conduct Human-Tended Plant Biology Experiments on a Suborbital Spaceflight

**DOI:** 10.3390/life12111871

**Published:** 2022-11-13

**Authors:** Natasha J. Haveman, Mingqi Zhou, Jordan Callaham, Hunter F. Strickland, Donald Houze, Susan Manning-Roach, Gerard Newsham, Anna-Lisa Paul, Robert J. Ferl

**Keywords:** suborbital space, KSC fixation tubes, RNA-seq, arabidopsis, transcriptomics

## Abstract

Suborbital spaceflights now enable human-tended research investigating short-term gravitational effects in biological systems, eliminating the need for complex automation. Here, we discuss a method utilizing KSC Fixation Tubes (KFTs) to both carry biology to suborbital space as well as fix that biology at certain stages of flight. Plants on support media were inserted into the sample side of KFTs preloaded with RNAlater in the fixation chamber. The KFTs were activated at various stages of a simulated flight to fix the plants. RNA-seq analysis conducted on tissue samples housed in KFTs, showed that plants behaved consistently in KFTs when compared to petri-plates. Over the time course, roots adjusted to hypoxia and leaves adjusted to changes in photosynthesis. These responses were due in part to the environment imposed by the encased triple containment of the KFTs, which is a requirement for flight in human spacecraft. While plants exhibited expected reproducible transcriptomic alteration over time in the KFTs, responses to clinorotation during the simulated flight suggest that transcriptomic responses to suborbital spaceflight can be examined using this approach.

## 1. Introduction

The commercial suborbital spaceflight industry enables customers to reach the cusp of space and experience microgravity for several minutes before returning to Earth. The two main companies at the forefront of suborbital space efforts are Blue Origin (BO) and Virgin Galactic (VG). The two companies use different vehicles for their suborbital launches. Blue Origin flies New Shepard, a vertical rocket with a Crew Capsule. Virgin Galactic flies SpaceShipTwo, a rocket plane that is carried to high altitude before being dropped for launch. As such, the two providers present different modes of operations, different customer experiences and different flight profiles. Common features of both suborbital providers are a high g launch, minutes of microgravity conditions, followed by a high g re-entry. Although, the providers have different flight and gravity profiles, they both enable approximately three minutes of unmitigated microgravity [1,2]. It is those minutes of microgravity that are of high interest to science.

From a biological researcher’s perspective, three minutes of high-quality microgravity opens the possibility to conduct a myriad of experiments—including but not limited to testing hardware capability, validating hypothesis, and understanding biological responses of not only microgravity, but the entirety of the spaceflight profile. Even though providers currently offer researchers an opportunity to send payloads on suborbital flight, there are severe limitations in that the untended experiment payloads are required to be contained in a locker, under fully autonomously controlled without the ability of the scientist to monitor and adjust for unforeseen situations. Thus, human suborbital spaceflight provides a promising complementary opportunity for researchers to conduct human-tended microgravity-related experiments using human capabilities that can better recapitulate a laboratory bench experiment than can an automated locker payload. Sampling biological responses at various phases of flight for subsequent analysis would be a natural initial experiment to understand biology responses to suborbital space.

Plants being sessile in nature have evolved mechanisms to rapidly respond to their environment. Early transcriptomic responses have been investigated in response to various stresses such as; oxidative stress, heat stress, pathogen attack, and water stress [3,4,5,6,7,8,9]. Suborbital flights allow for the investigation of how plants quickly respond to transitions in varying gravity forces. To conduct such an experiment, there are several parameters that need to be considered. The rapid transitions into and out of microgravity occur within minutes, thus there is limited time for sample preparations and fixation. Plants should be poised and ready in a medium that confers as little confounding stresses as possible and upon exposure to the changes in gravity, and then be easily and rapidly preserved for proper biochemical analysis. Samples and fixatives should be triple contained and compact in size so that the hardware can be easily stowed during the flight. In addition, the acts of human tended fixation of the samples should be able to be completed rapidly.

This paper describes a ground-based experiment setup that was developed to meet the needs for conducting a human tended plant biology experiments in a suborbital flight. This method highlights the expanded use of KSC Fixation Tubes as both houses for biology and for the subsequent fixation of that biology. The paper also discusses best practices for both experiment setup and conducting a RNAseq analysis to reliably report on the transcriptome of plant samples at various stages of a suborbital flight profile.

## 2. Materials & Methods

### 2.1. Plant Growth Conditions

Wet-sterilized Columbia-0 (Col-0) seeds were planted aseptically on the surface of 10 cm^2^ solid media plates comprised of the coupon inlaid with 1% Phytagel/0.5× MS media. Plants were grown under a broad-spectrum LED light bank (100 µmoles/m^2^) for approximately 24-h the first three days. On day 3, plates were moved to dark storage (to simulate travel to launch locations) where they spent 8 h, before being transferred to a growth unit (Danby #DFG17A1B, Montreal, QC, Canada) which is used at remote locations for plant growth. The Danby provided 24 h of approximately 80 µmoles/m^2^ of light for another 4 days.

### 2.2. Plant Dissection and RNA Extraction

From each condition, two individual plants were pooled for RNA extraction and a total of three biological replicates were obtained from two coupons in each KFT. Leaves, hypocotyls, and roots from each set were dissected under an Olympus dissecting microscope (Olympus, Tokyo, Japan) for downstream applications, whereas the intervening hypocotyls were set aside. RNA extraction was performed using Qiagen RNeasy Plant mini kit (Qiagen, Hilden, Germany catalog #74904) according to the manufacturer’s guidelines. RNA concentration was determined on Qubit 2.0 Fluorometer (Thermo Fisher Scientific, Waltham, MA, USA) and RNA quality was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies, Inc., Santa Clara, CA, USA).

### 2.3. RNA-Sequencing Library Preparation

First, 100 ng of total RNA was used for mRNA isolated using the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, Ipswich, MA, USA, catalog #E7490). Then, followed by RNA library construction with the NEBNext Ultra II Directional RNA Library Prep Kit (New England Biolabs, catalog #E7760) with 2/3 of poly A enriched RNA and 1/10 reaction volume using SPT Labtech mosquito LV liquid handling instrument. Briefly, RNA was fragmented in NEBNext First Strand Synthesis Buffer via incubation at 94 °C for the desired time. This step was followed by first-strand cDNA synthesis using reverse transcriptase and random hexamer primer. Synthesis of ds-cDNA was performed using the 2nd strand master mix provided in the kit, followed by end-repair and adaptor ligation. At this point, Illumina adaptors were ligated to the sample. Finally, each library (uniquely barcoded) was enriched by 15 cycles of amplification, and purified with Agencourt AMPure beads (Beckman Coulter, catalog #A63881). Barcoded libraries were sized on the Bioanalyzer and quantified with the Qubit 2.0 Fluorometer. Finally, these individual libraries were pooled in equimolar concentration for sequencing aiming for 60 million reads per sample with total of 1 lane of NovaSeq S4 2 × 150 cycles run. RNASeq libraries were constructed at the UF ICBR Gene Expression Core (https://biotech.ufl.edu/gene-expression-genotyping/, accessed on 11 November 2022. RRID:SCR_019145). The Illumina NovaSeq 6000 was used to sequence the libraries for 2 × 150 cycles. Sequencing was performed at the ICBR NextGen Sequencing (https://biotech.ufl.edu/next-gen-dna/, assessed on 11 November 2022. RRID:SCR_019152).

### 2.4. Illumina NovaSeq6000 Sequencing

Normalized libraries were submitted to the “Free Adapter Blocking Reagent” protocol (FAB, Cat# 20024145) in order to minimize the presence of adaptor-dimers and index hopping rates. The library pool was diluted to 0.8 nM and sequenced on one S4 flow cell lane (2 × 150 cycles) of the Illumina NovaSeq6000. The instrument’s computer utilized the NovaSeq Control Software v1.6. Cluster and SBS consumables were v1.5. The final loading concentration of the library was 120 pM with 1% PhiX spike-in control. One lane generated 2.5–3 billion paired-end reads (~950 Gb) with an average Q30% ≥ 92.5% and Cluster PF = 85.4%. FastQ files were generated using the BCL2fastQ function in the Illumina BaseSpace portal.

### 2.5. Bioinformatics Pipeline and Gene Ontology Analysis

Reads acquired from the Illumina NovaSeq 6000 platform were cleaned up with the cutadapt program [10] to trim off sequencing adaptors and low-quality bases with a quality phred-like score < 20. Reads <40 bases were excluded from RNA-seq analysis. The genome of Arabidopsis thaliana (version TAIR10.51) from TAIR (The Arabidopsis Information Resource) was used as the reference sequences for RNA-seq analysis. The cleaned reads of each sample were mapped to the reference sequences using the read mapper of the STAR package (Spliced Transcripts Alignment to a Reference, v2.7.9a) [11]. The mapping results were processed with the HTSeq (High-Throughput Sequence Analysis in Python, v0.11.2) [12] samtools, and scripts developed in house at ICBR of UF to remove potential PCR duplicates, choose and count uniquely mapped reads for gene expression analysis. The counted reads of each gene were analyzed by a DESeq2-based R pipeline. Significant up- and down-regulated genes were selected using the threshold of −1.0 < Log2FoldChange < 1.0 and *p*-value ≤ 0.05. Gene Ontology (GO) analysis was performed using g:GOSt (https://biit.cs.ut.ee/gprofiler/gost, accessed on 11 November 2022.) with default settings to obtain terms of GO biological process.

## 3. Results and Discussion

### 3.1. Optimizing Plant Growth Conditions within the KFT

The original purpose of the KFT was to allow astronauts in space to apply fixative or other chemical compounds that are often toxic to biological samples without the use of a microgravity glovebox while maintaining three levels of containment [13]. For example, KFTs have been used in the past to fix plant samples from a number of spaceflight plant biological experiments [14,15,16,17,18]. The dimensions of the sample compartment of the KFT (Figure 1a) were 22.1 mm (diameter) × 62.8 mm (depth).

The general application has been that the astronaut would remove a biological sample from its growth container and transfer the biology to the KFT sample tube. Once the sample was in the KFT, the KFT was sealed, and the fixative was brought into contact with the sample by activating the KFT mechanism [15]. However, for use in the short timeframes of suborbital flights, the KFTs need to be sealed before flight. This requirement necessitates that the biology be installed into the KFTs as part of a preflight procedure, and the KFT therefore becomes a biology incubator before it is activated to fix the sample. This allows the KFT to serve its purpose of containment safety for the entirety of the suborbital flight.

Many previous plant molecular biology spaceflight-related experiments utilized Petri dishes containing a matrix nutrient gel to grow plants on the ISS in a variety of plant growth hardware systems (i.e., BRIC, Biological Research in Canister; ABRS, Advanced Biological Research System; EMCS, European Modular Cultivation System; Veggie). Typically, these plates are taped closed with a porous surgical Micropore^®^ 3M™ tape, that allows for gas exchange, allowing plants to grow in this configuration for up to fourteen days.

To ensure that plants are kept healthy, intact, and experience minimal stress responses when deployed into the KFTs, plants were grown for 7 days on wire mesh coupons suspended into growth media within the 100 mm square Petri plate. The details to construct the deployable coupon are as follows. First, 0.425 mm stainless steel wire mesh (Yikai, UPC: 615435104645) was cut into 22 mm by 62 mm sections, with one short end rounded and bent for holding. The mesh coupons were then autoclaved. The square Petri plates were poured with 10 mL of media, allowed to slightly cool, and then the wire mesh coupons were laid on the solidified media. Finally, 15 mL of media was added to the dish to cover the tops of the coupons. Sterilized seeds were planted approximately 5 mm below the bend in the coupons and were grown vertically to allow roots to grow down the coupons (Figure 1a). When ready for placement into KFTs, the media and coupons with plants on the surface were cut out and carefully placed into the KFT (Supplementary Video Data S1). As the internal diameter of the KFT’s sample chamber is the same size as the width of the coupons, the edge of the entire length and base of the coupon is supported by the KFT resulting in an exact fit. Each KFT can hold two coupons, back-to-back, with a total of six 7-day old Arabidopsis plants on each. The bottom chamber of the KFT is filled with ~25 mL of RNAlater and upon actuation of the plunger, RNAlater flows into the sample chamber and the fixation of the plants is immediately initiated [14,15].

A simulation of a simple suborbital flight profile was used in this ground-based study to investigate the responses of plants grown in the KFTs over a time period roughly similar to the flight profiles for both Blue Origin and Virgin Galactic. To initiate pre-flight sample preparation, plants on coupons were inserted into the experiment KFTs, the KFTs were sealed by inserting the actuators, and all KFTs were placed in the vertical orientation (Supplementary Video Data S2). This simulates the preparation of biology into the KFTs to be ready for transport and installation into the spacecraft. KFTs were that left in the vertical orientation and not disturbed through the time course were referred to as Quiescent (Q), (Figure 2). After the KFT’s were set up and sealed, they were left to rest for 3 h and 50 min, to model a reasonably long time prior to launch. During actual launch operations, this would the time that the samples would be required to undergo check-out and hand off to vehicle loading procedures for flight operations.

Samples at Q1 (T-10 min, 3 h 50 min after sealing in the KFTs) were actuated and fixed 10 min before the mock launch timepoint (T+0). Additionally, at the T-10 min timepoint, an additional set of four KFTs (Q1A, Q1B, Q1C and Q1D) were actuated to assess the variability and reproducibility of the plant transcriptome simply from being housed for that amount of time in the KFTs. To understand how this methodology differs from the standard Petri dish configuration typically used in spaceflight experiments, the plant transcriptome obtained from each of the four Q1 KFTs (Q1A-D) were compared to the transcriptome from a Petri dish control at the same T-10 min timepoint.

Through the remainder of the time course, one KFT was used for each timepoint. Samples Q2, Q3, and Q4 were actuated 4 min, 8 min, and 18 min after T+0 mock launch, which mimicked the flight profile times of boost end / coast start (Q2: T+4 min), coast end (Q3: T+8 min), and landing (Q4: T+18 min), respectively. In addition, a set of samples were placed on a clinostat starting at the Q2 timepoint and fixed at the Q3 timepoint. Here, the KFT was mounted onto a 2-dimensional clinostat parallel to the plane of rotation (Figure 2c) and was rotated at 1 rpm for 4 min. Based on the radius (150 mm) of the clinostat, a rotation at 1 rpm would result in a simulated altered microgravity profile of 1.67 × 10^4^ g.

KFTs were actuated, filling the sample compartment with RNAlater. Plants were allowed to imbibe in RNAlater at room temperature for 24 h. After fixation, seedlings were harvested at each timepoint and each KFT, with the plants on the two coupons within each KFT divided into three biological replicates. For each sample, roots and leaves were subjected to RNA-seq analysis.

### 3.2. KFT Provides a Suitable Microenvironment for Short-Term Plant Growth

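The KFT set holds 15 libraries of poly(A) RNA from Columbia-0 roots, 3 from each of the KFTs Q1A, Q1B, Q1C and Q1D and 3 from Q1P, plants left on a Petri plate. Each library comes from 2 pooled plants, and the 3 libraries of a group share a KFT or the plate, so vessel and treatment cannot be told apart within one comparison. The authors made directional paired-end libraries, mapped the reads with STAR, counted reads per gene with HTSeq and tested with DESeq2. The deposited tables hold those gene counts. Counts per library ran from 32390577 to 49655822 in Q1A (median 41909794), from 48702524 to 55464172 in Q1B (median 51733060) and from 48995820 to 56939992 in Q1C (median 50640084). They ran from 46016533 to 52312153 in Q1D (median 48759494) and from 51968478 to 53761449 in Q1P (median 52991227). From these counts, edgeR's quasi-likelihood test compared each KFT with the plate over 21175 to 21270 genes, and the 4 KFTs together with the plate over 21958. DEGs are genes with a Benjamini-Hochberg adjusted p-value of at most 0.05 and a log2 fold change of at least 1 in either direction, and counts from DESeq2 are given beside them. Named genes and members of a gene list are said to rise, fall or pass at that adjusted p-value alone, whatever the fold. Expression is in TMM-normalized CPM as mean ± SD. Gene groups are lists written before the data were examined, except those of the organelle genomes, of the response to mitochondrial dysfunction and of root-specific genes, and camera compared each list with all other genes.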

Root tissues from four replicate KFTs (Q1A-D) and one Petri dish (Q1P) were analyzed to investigate how plants responded to living within the KFTs for three hours and fifty minutes, in order to assay the effects of preflight sealing into the KFTs. The four KFTs showed a total of 163, 201, 139, and 178 Differentially Expressed Genes (DEGs), when compared to Q1P, the samples taken directly from the Petri plates (Figure 3a). 

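XTH26 and PER59, genes of growing root hairs and cell walls, rose in the 4 KFTs. XTH26 (AT4G28850), a root-hair xyloglucan endotransglucosylase, was 20.0 ± 5.12 CPM in the KFT libraries (n = 12) and 0.991 ± 0.393 on the plate (n = 3), a log2 fold change of 4.32 (SE 0.34, adjusted p = 1.87e-05). PER59 (AT5G19890), a class III peroxidase, was 189 ± 63.4 against 10.7 ± 1.83 CPM, a log2 fold change of 4.11 (adjusted p = 8.54e-06). PRP1, a proline-rich wall protein of root hairs, rose by 2.77 (adjusted p = 0.00783), and BHLH139 by 3.13 (adjusted p = 0.000281). Against the plate edgeR called 13 DEGs in Q1A, 19 in Q1B, 10 in Q1C and 33 in Q1D, where DESeq2 called 164, 202, 143 and 178. At an unadjusted p-value edgeR called 387, 503, 371 and 358. In the 4 KFTs together edgeR called 104 DEGs, 70 up and 34 down, and DESeq2 called 202. The 12 KFT libraries come from 4 vessels and the plate is 1 more, so with counts summed per vessel, where edgeR called 43, the plate has no spread of its own and was assumed to vary like the KFTs. These counts rest on single libraries. Q1A gave 5 and 7 DEGs without its replicates 2 and 3, and 29, 28 and 8 without Q1P replicates 1, 2 and 3. Q1B gave 112, 2 and 9 without its replicates 1, 2 and 3, and 12 and 4 without Q1P replicates 1 and 3. Q1C gave 85 and 3 without its replicates 1 and 2, and 4 and 3 without Q1P replicates 2 and 3. Q1D gave 11, 11 and 0 without its replicates 1, 2 and 3, and 117 and 10 without Q1P replicates 1 and 3. The 4 KFTs together gave 55 without Q1P replicate 3.

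**Figure D1:**
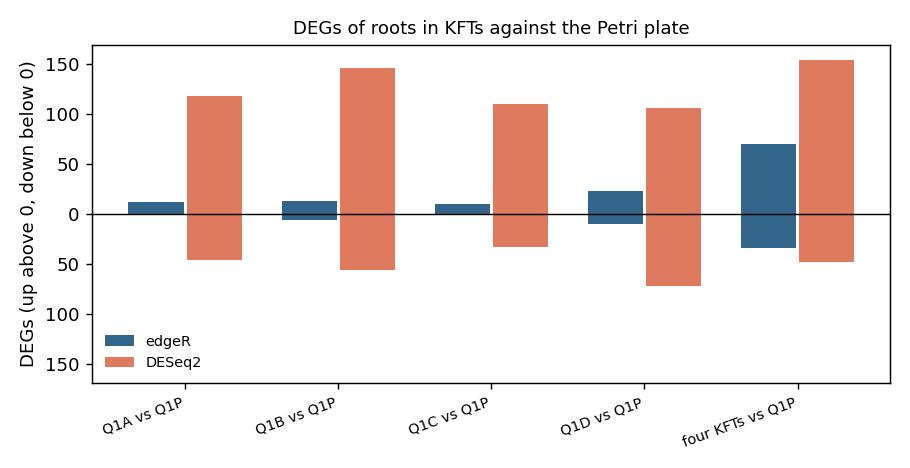
Number of DEGs in each KFT and in the 4 KFTs together against the plate, with genes that rose above 0 and genes that fell below 0. edgeR and DESeq2 are shown side by side (n = 3 libraries per KFT, 12 for the 4 KFTs together and 3 for the plate).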

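edgeR called ETR2, ARGOS, ARL, XTH26, PER59 and AT2G43140 higher in each of the KFTs than on the plate. AT2G43140 encodes the transcription factor bHLH129, and its log2 fold changes were 1.49 in Q1A, 1.60 in Q1B, 1.51 in Q1C and 1.70 in Q1D. XTH26 rose by 4.48, 4.1, 4.47 and 4.22 in the same order, and PER59 by 4.45, 3.98, 4.40 and 3.62. FLA6, a fasciclin-like arabinogalactan protein, rose in Q1B, Q1C and Q1D by 1.69, 2.11 and 2.06 and was 2.09 in Q1A (adjusted p = 0.11). Of 39 genes that edgeR called in at least 1 KFT, 22 (56.4%) were called in at least 2 and 6 (15.4%) in all 4. DESeq2 called 364, 164 (45.1%) and 59 (16.2%). Pairs of KFTs shared 6 to 10 genes that rose, where unrelated lists of these sizes would share 0.01. The same plate libraries serve in every comparison, and lists of the edgeR sizes drawn from simulated comparisons that share only the control had on average 5.3 genes in at least 2 (7.7%). For lists of the DESeq2 sizes that average was 92.5 (16.1%). With 3 plate libraries the control cannot be divided, so the shared genes include what the common control adds.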

The composition of DEGs in the Q1A-D KFT replicates compared to Q1P showed a substantial number of similarities, with 45.7% of DEGs shared by at least two comparisons of KFT versus Q1P Petri plate (Figure 3b). In addition, a pairwise comparison between replicates showed an average of only 23 DEGs (Table 1), suggesting that growth conditions with each of the KFTs had little variation. This observation of reproducibility across four individual KFT replicates was also highlighted in the trends observed in the gene expression heatmap (Figure 3c, Table S1). 

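No seed storage, green-tissue or extensin gene was a DEG between the KFTs with edgeR, and some passed only when adjusted over their own list. CRA1 (AT5G44120), a cruciferin that seeds store and seedlings use up, averaged 1350 CPM in Q1B, because replicate 2 alone held 4060 CPM. Of the seed storage genes, adjusted over the list alone, 5 were higher in Q1B than in Q1A and 6 lower in Q1D than in Q1B. Genes of photosystems and the Calvin cycle, markers of green tissue, had a median log2 fold change of -1.14 in Q1C against Q1A (21 genes, camera adjusted p = 2.39e-17, adjusted p = 0.802 with an estimated correlation). Of the extensins of root-hair walls, 10 were higher and 1 lower in Q1D than in Q1B when adjusted over the list alone (camera adjusted p = 1.53e-05, adjusted p = 0.6 with an estimated correlation), and DESeq2 called 1. Between pairs of KFTs, edgeR called 0 DEGs in all 6 comparisons. DESeq2 called 27 on average, with 105 between Q1D and Q1B and 25 between Q1D and Q1A, and edgeR at an unadjusted p-value 203.83 on average. The count of 0 rests on single libraries too: without Q1B replicate 1, Q1D and Q1B differed in 366 genes and Q1B and Q1A in 120. Without Q1C replicate 1, Q1D and Q1C differed in 153 genes and Q1C and Q1A in 150. Averaged over the pairs, edgeR called 81 DEGs without the former library and 50.5 without the latter. On simulated data for these pairs the test recovered 22.4 to 43.3% of genes changed by a log2 fold change of 1 with the fold threshold applied. At the adjusted p-value alone it recovered 49.3 to 80.6% of them, and 82.1 to 95.5% of genes changed by 2 were recovered. The count of 0 DEGs therefore leaves room for small differences, and the counts without 1 library leave room for differences past the fold threshold too.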

Across all four KFT replicates, DEGs that were significantly altered in at least one comparison had the same regulatory trend across all the KFTs. This is indicated by the consistent Log fold change coloration in any given gene row of the heatmap. 

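SDI1, a gene of sulfur starvation, and the growth regulator ARL each held one direction in the 4 KFTs. SDI1 (AT5G48850), a repressor of glucosinolate synthesis that is made when sulfur is short, had log2 fold changes of -2.09 in Q1A and -2.13 in Q1B (adjusted p = 0.00487 and 0.0028). In Q1C and Q1D it was -2.08 and -2.12 (adjusted p = 0.11 and 0.055). ARL (AT2G44080) rose by 2.32, 2.38, 2.33 and 1.92 in Q1A to Q1D. All 39 genes that edgeR called in at least 1 KFT had the same sign of log2 fold change in the 4, 28 higher and 11 lower. Of 361 such genes from DESeq2 with a value in every comparison, 341 (94.5%) had the same sign. A shared control alone gives a high share of equal signs: in simulated comparisons it was 80% for lists of the edgeR sizes and 75.2% for the DESeq2 sizes.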

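Genes that ethylene induces rose in the KFT roots, and several of them act as brakes on the hormone. ETR2 (AT3G23150), an ethylene receptor that damps signalling when no ethylene is bound, was 36.4 ± 3.30 CPM in the KFTs (n = 12) and 10 ± 1.25 on the plate (n = 3), a log2 fold change of 1.85 (SE 0.11, adjusted p = 1.52e-06). EBF2 (AT5G25350), the F-box protein that removes the transcription factor EIN3, was 118 ± 14.7 against 54.6 ± 9.73 CPM, a log2 fold change of 1.11 (adjusted p = 0.00124). ARGOS (AT3G59900), which lowers sensitivity to ethylene, rose by 2.48 (adjusted p = 9.89e-06), the receptor ERS1 by 0.74 (adjusted p = 0.0012) and ERF1B, a direct target of EIN3, by 1.94 (adjusted p = 0.0397). AT3G25730, the ethylene response factor EDF3, rose by 1.07 (adjusted p = 0.00206). Of 23 genes of ethylene signalling and response, 8 rose, 6 of them DEGs, and 11 did when adjusted over the list alone. The log2 fold change was positive in 22 of them, with a median of 0.39 (camera adjusted p = 7.42e-24, adjusted p = 0.00328 with an estimated correlation). Of 11 genes of ethylene biosynthesis 1 rose, and 4 did when adjusted over the list alone. GO terms were not tested, because the reference files hold no GO annotation.

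**Figure D2:**
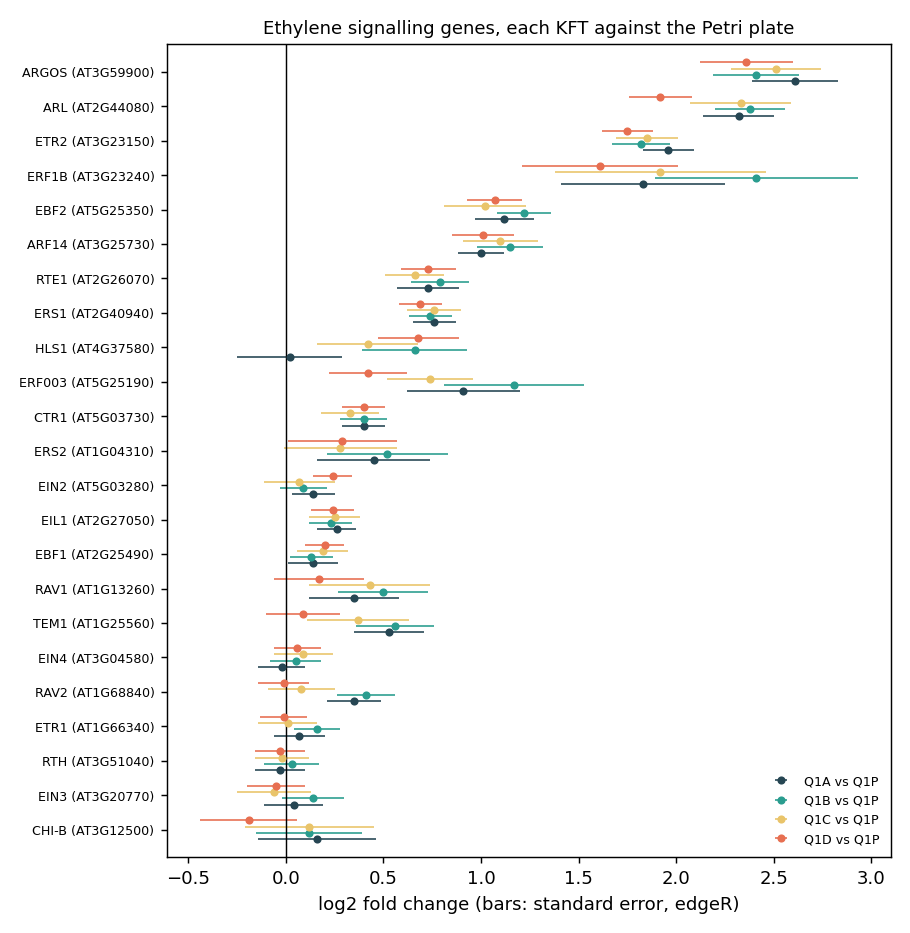
Log2 fold change (± SE) of ethylene genes in each KFT against the plate, from edgeR (n = 3 libraries per group).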

Gene Ontology (GO) analysis of the list of 244 DEGs upregulated in root tissue grown in KFTs compared to the plate showed an enrichment for ethylene response.

To be compliant with the triple containment criteria for operation of liquids in a suborbital flight, the KFTs must be sealed, and it is expected that plants placed within the KFTs will not have gas exchange. Therefore, an upregulation of ethylene is probable when compared to plants grown on the Q1P Petri plate. In the 115 downregulated DEGs, GO enrichment showed that cellular responses associated with nutrient starvation were repressed. These physiological responses, particularly ethylene accumulation, are commonly observed for plants grown in hardware used during spaceflight [19]. These data suggest that when compared to the typical Petri dish growth for flight experiments, the KFTs can serve as a containment vessel that allows plants to stay healthy over a several-hour duration as researchers prepare for a suborbital flight. 

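Sulfur-starvation genes and some nitrate transporters fell in the KFT roots. LSU1 (AT3G49580), induced by low sulfur, was 11.7 ± 4.07 CPM in the KFTs (n = 12) and 38.9 ± 11.7 on the plate (n = 3), a log2 fold change of -1.75 (adjusted p = 0.00601). SDI1 (AT5G48850) was 7.51 ± 2.11 against 32.4 ± 2.29 CPM, a log2 fold change of -2.11 (adjusted p = 0.000273), and BGLU28, a glucosidase that frees sulfur from glucosinolates, fell by 2.7 (adjusted p = 0.0205). The nitrate transporters NRT2.3 (AT5G60780) and NRT2.6 (AT3G45060) had log2 fold changes of -2.58 and -1.41 (adjusted p = 0.00043 and 0.0188). ORG2, a regulator of iron deficiency, fell by 1.72 (adjusted p = 0.0158), while the iron transporter IRT2 rose by 1.16 (adjusted p = 0.0215). In the root triterpene cluster the marneral synthase MRN1 (AT5G42600) fell from 353 ± 160 to 108 ± 50.3 CPM, a log2 fold change of -1.73 (adjusted p = 0.0201). Of 18 sulfur-starvation genes 7 fell, 4 of them DEGs, and 13 fell and 1 rose when adjusted over the list alone (median -0.57, camera adjusted p = 3.44e-17, adjusted p = 0.0499 with an estimated correlation). Of 12 triterpene genes 8 fell, 3 of them DEGs, and 10 fell and 1 rose over the list alone (median -0.86, camera adjusted p = 3.69e-15, adjusted p = 0.0263 with an estimated correlation). Of 23 phosphate-starvation genes 0 changed and 2 fell over the list alone, with a camera adjusted p = 0.000341 and adjusted p = 0.0932 with an estimated correlation. Of 14 nitrate and ammonium genes 1 fell while 12 had a positive log2 fold change (camera adjusted p = 0.145). Among 22 iron-deficiency genes 1 rose and 1 fell (camera adjusted p = 0.00433, adjusted p = 0.444 with an estimated correlation).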

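Few markers of stress and low oxygen passed the test in the KFT roots. ADH1 (AT1G77120), the alcohol dehydrogenase of fermentation, was 7.94 ± 5.39 CPM in the KFTs and 4.02 ± 2.00 on the plate, a log2 fold change of 0.91 (SE 0.52, adjusted p = 0.689), and the pyruvate decarboxylase PDC1 was -0.19 (adjusted p = 0.887). HRE1 (AT1G72360), a low-oxygen ERF that ethylene also induces, rose from 14.1 ± 4.72 to 43.8 ± 6.76 CPM, by 1.63 (adjusted p = 0.00161), and the hemoglobin AHB1 was 1.05 (adjusted p = 0.124). Of 46 hypoxia genes ETR2 and HRE1 rose, and 3 did when adjusted over the list alone (median 0.19, camera adjusted p = 5.08e-06, adjusted p = 0.198 with an estimated correlation). In the defense and auxin lists 0 of 27 defense genes and 0 of 25 genes of auxin and gravity signalling passed (camera adjusted p = 0.661 for auxin). Of all 21958 genes tested 186 passed, and at that share a list of this size would hold few that pass. Of 23 heat shock genes 1 rose, the plastid HSP21 by 3.70 (adjusted p = 0.0201), and 1 fell (camera adjusted p = 0.686). Of 62 class III peroxidases 4 rose (camera adjusted p = 0.0027, adjusted p = 0.199 with an estimated correlation), and of 12 extensins 1 rose (camera adjusted p = 0.00433, adjusted p = 0.526 with an estimated correlation). Of 36 root marker genes 1 rose and 3 fell, of 25 clock genes 1 fell, and of 28 genes of very long chain fatty acids and suberin 0 changed. Transcripts of the plastid genome had a median log2 fold change of 0.55 with 0 of 94 called, and those of the mitochondrial genome 0.27 with 0 of 50. From the sealed tubes the paper reasons that an upregulation of ethylene is probable, and from its comparison with the plate it proposes that KFTs can hold healthy plants for several hours.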

There were gene expression differences in the plants living in the KFTs compared to those living on Petri plates, but that is expected and confirmed by these data.

### 3.3. Plant Responses to KFTs over Time in a Simulated Suborbital Flight Profile

The intent of the time-course experiment that modeled a suborbital flight profile was to investigate plant transcriptomic profiles in the KFTs over the time it takes to complete a suborbital flight, and to access how to best establish ground controls. 

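Roots and leaves of the same seedlings make up the time course, with 3 libraries of each tissue at Q1, Q2, Q3 and Q4, 24 in all. The plants of a time point shared a KFT, so time and vessel cannot be separated, and the paper compares Q2, Q3 and Q4 each with Q1. Root libraries held counts from 50467925 to 72962090 in Q1R (median 68723237), 64438401 to 69344290 in Q2R (median 65978994), 53884458 to 90007788 in Q3R (median 61087439) and 52907925 to 74811493 in Q4R (median 67168402). Leaf libraries held counts from 47323203 to 49766480 in Q1L (median 48779472), 45531674 to 49569234 in Q2L (median 47946900), 37065949 to 54634588 in Q3L (median 45632033) and 29203427 to 51827389 in Q4L (median 45106492). Library preparation and the authors' counting were those of the KFT set. The edgeR test ran per comparison over 20912 to 21189 genes in roots and 20437 to 20633 in leaves, and the difference between the root and leaf changes was tested directly for each time point.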

KFT’s were loaded and sealed at T-4 h prior to the T+0 timepoint. Root tissues (R) harvested from the KFTs actuated at coast start (Q2R), coast end (Q3R), and landing (Q4R) were compared to the control Q1R (T-10 min) In roots, there was an increase in the number of DEGs over time with 123, 183, and 240 DEGs reported for Q2R vs. Q1R, Q3R vs. Q1R, and Q4R vs. Q1R, respectively (Figure 4a). 

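Mitochondrial transcripts rose in roots at Q2R and Q4R. At Q2R the mitochondrial reading frame ORF240A was 55.4 ± 19.3 CPM against 4.49 ± 2.00 at Q1R, a log2 fold change of 3.61 (adjusted p = 0.000933), and AT5G09570, a small twin-cysteine protein of mitochondria, rose by 3.54 (adjusted p = 0.027). At Q4R AT5G09570 rose by 4.44 (adjusted p = 0.00121). At Q3R CYP71A12, which makes indole defense compounds, was 64.0 ± 21.8 against 11 ± 5.97 CPM, a log2 fold change of 2.61 (SE 0.36, adjusted p = 0.00588). Of 59 transcripts of the mitochondrial genome 16 rose at Q2R, all of them DEGs (35 adjusted over the list alone), with a median of 2.06 (camera adjusted p = 7.73e-40, adjusted p = 0.0177 with an estimated correlation). At Q4R 16 of 51 rose, all of them DEGs (23 over the list alone), with a median of 2.17 (camera adjusted p = 1.15e-33, adjusted p = 0.0207 with an estimated correlation), and at Q3R 1 of 50 rose and 0 were DEGs, with a median of 0.09. Nuclear chromosome 2 carries a copy of the mitochondrial genome, so the source of these reads is uncertain. Most of the mitochondrial counts were ribosomal RNA. Replicate 1 held the most of them in both groups, 15200 CPM at Q2R and 17900 at Q4R, against 9720 to 10500 in their other replicates. Plastid transcripts had a median of 1.82 at Q2R and 0.09 at Q4R. Against Q1R edgeR called 47 DEGs at Q2R, 115 at Q3R and 124 at Q4R, where DESeq2 called 164, 147 and 261. The Q2R count was 28 without Q2R replicate 1 and 29 without Q1R replicate 3, and the Q3R count 46 without Q1R replicate 2 and 67 without Q3R replicate 3.

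**Figure D3:**
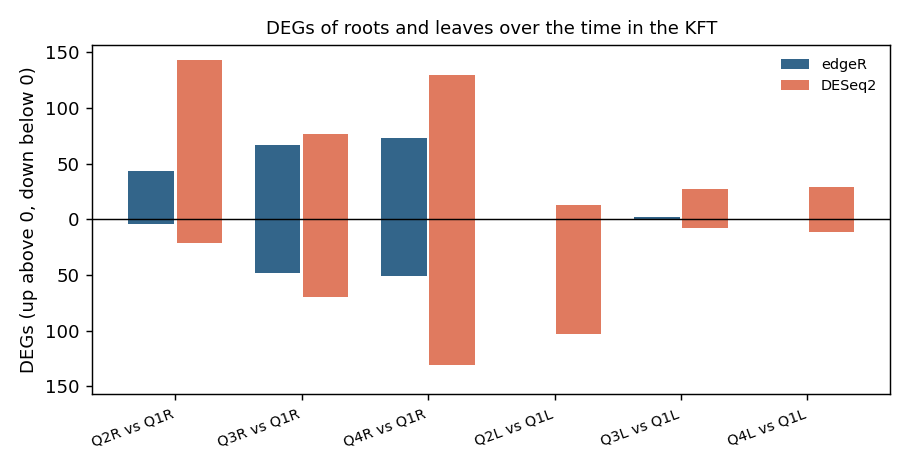
Number of DEGs at each time point against Q1 in roots and leaves, with genes that rose above 0 and genes that fell below 0, from edgeR and from DESeq2 (n = 3 libraries per group).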

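Q2R, Q3R and Q4R each called genes of their own, with Q3R the furthest apart. At Q3R 81 of 187 cytosolic ribosomal proteins rose by less than the fold threshold, with 0 DEGs among them, and 128 rose when adjusted over the list alone, with a median log2 fold change of 0.40 (camera adjusted p = 5.04e-37, adjusted p = 0.448 with an estimated correlation). Of 11 cytosolic elongation factors 6 rose with 0 DEGs (camera adjusted p = 5.5e-06, adjusted p = 0.448 with an estimated correlation). FOX1 and CYP81F2, enzymes of indole defense compounds, rose at Q3R by 2.24 and 1.16 (adjusted p = 0.00743 and 0.0142), and of 24 defense genes 4 rose and 1 fell. The seed protein CRA1 (AT5G44120) was 22.4 ± 3.06 CPM at Q3R and 0 at Q1R, at least 1470-fold higher, and of 7 seed storage genes 2 rose. CRA1 was not particular to Q3R: single libraries ranged from 0 to 45.3 CPM at Q2R and from 0 to 97.5 at Q4R. At Q4R the dehydrin RAB18 rose by 2.7 (adjusted p = 0.0487) and BGLU30, a glucosidase of dark-treated tissue, from 13.6 ± 8.94 to 89.3 ± 16.6 CPM, by 2.72 (adjusted p = 0.0093). Of the edgeR lists, 14 genes (29.8%) were called only at Q2R, 108 (93.9%) only at Q3R and 89 (71.8%) only at Q4R. For DESeq2 the shares were 53%, 84.4% and 69%. A gene called once may still differ at another time point below the threshold, and the 3 lists share the Q1R libraries. Q2R and Q4R shared 28 genes that rose, where unrelated lists would share 0.15, and Q2R and Q3R shared 2, where unrelated lists would share 0.12.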

Interestingly, more than 50% of all the reported DEGs were unique to each time point (Figure 4b). This observation suggests that over time, different genes in the root tissues were engaged or repressed to acclimate growing in the KFT environment. However, trends in the gene expression pattern (Figure 4c, Table S2), demonstrate genes in all three time points behaved similarly. 

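One defensin-like gene was called at every time point in roots. AT3G59930 rose by 1.5 at Q2R, 1.49 at Q3R and 1.14 at Q4R. Genes called at Q2R and Q4R included the mitochondrial transcripts COX1, COX2, ATP1, ATP9 and RRN26, the peroxidase PER71 and UPOX, a mitochondrial stress marker (AT2G21640), which rose by 1.27 and 1.78. PER71 rose by 1.45 and 1.42, and the nitrate transporter NRT2.1 fell at both. Of the genes that edgeR called at 1 or more time points, 149 that rose and 99 that fell, 37 (14.9%) were called at 2 or more, and DESeq2 gave 88 of 479 (18.4%) with 5 at all 3. Simulated comparisons that share only the control had on average 26.4 genes at 2 or more (10.3%) for the edgeR sizes and 57.9 (11.4%) for the DESeq2 sizes. Of 235 genes with a value at each time point, 185 (78.7%) kept one direction, 100 higher and 85 lower, against 87.9% in the simulated comparisons. For DESeq2 374 of 474 (78.9%) did, against 86.2%. Of 25 genes of touch and wounding 0 passed at Q2R, and 4 rose and 1 fell over the list alone (camera adjusted p = 0.000822, adjusted p = 0.226 with an estimated correlation). Of 12 triterpene genes 1 rose at Q2R and 7 did over the list alone (camera adjusted p = 5.93e-10, adjusted p = 0.226 with an estimated correlation).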

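Fermentation genes did not pass at any of the 3 root time points. ADH1 (AT1G77120) was 11.7 ± 1.58 CPM at Q2R and 11.7 ± 1.86 at Q1R, a log2 fold change of 0.00 (adjusted p = 0.998), and it was -0.21 at Q3R and 0.10 at Q4R (adjusted p = 0.668 and 0.937). PDC1, the pyruvate decarboxylase that feeds ADH1, was 0.29, -0.14 and 0.35 at the 3 time points (adjusted p = 0.687, 0.802 and 0.692). AHB1, a hemoglobin of low oxygen, was 0.44, 0.66 and 0.24 (adjusted p = 0.358, 0.14 and 0.813). AT4G39675, an uncharacterized protein among the core hypoxia genes, rose at Q3R from 22.9 ± 9.64 to 59.7 ± 19.9 CPM, by 1.38 (adjusted p = 0.0244). Of 45 core hypoxia genes 0 rose at Q2R, 1 at Q3R and 0 at Q4R, and over the list alone 5 rose and 1 fell at Q4R. Their median log2 fold changes were 0.09, 0.07 and 0.00 (camera adjusted p = 0.07, 0.824 and 0.337). Of all genes tested 68 of 21189 rose at Q2R, 578 of 20993 at Q3R and 108 of 20912 at Q4R, so few members of any such list would rise. Q1R plants had already spent hours in a KFT, so a comparison with Q1R holds only what changed after that. EBF2, of ethylene signalling, rose at Q3R by 0.56 (adjusted p = 0.0317), and of 23 ethylene signalling genes 0 rose at Q2R (camera adjusted p = 0.00357, adjusted p = 0.303 with an estimated correlation) and at Q4R (camera adjusted p = 0.0915).

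**Figure D4:**
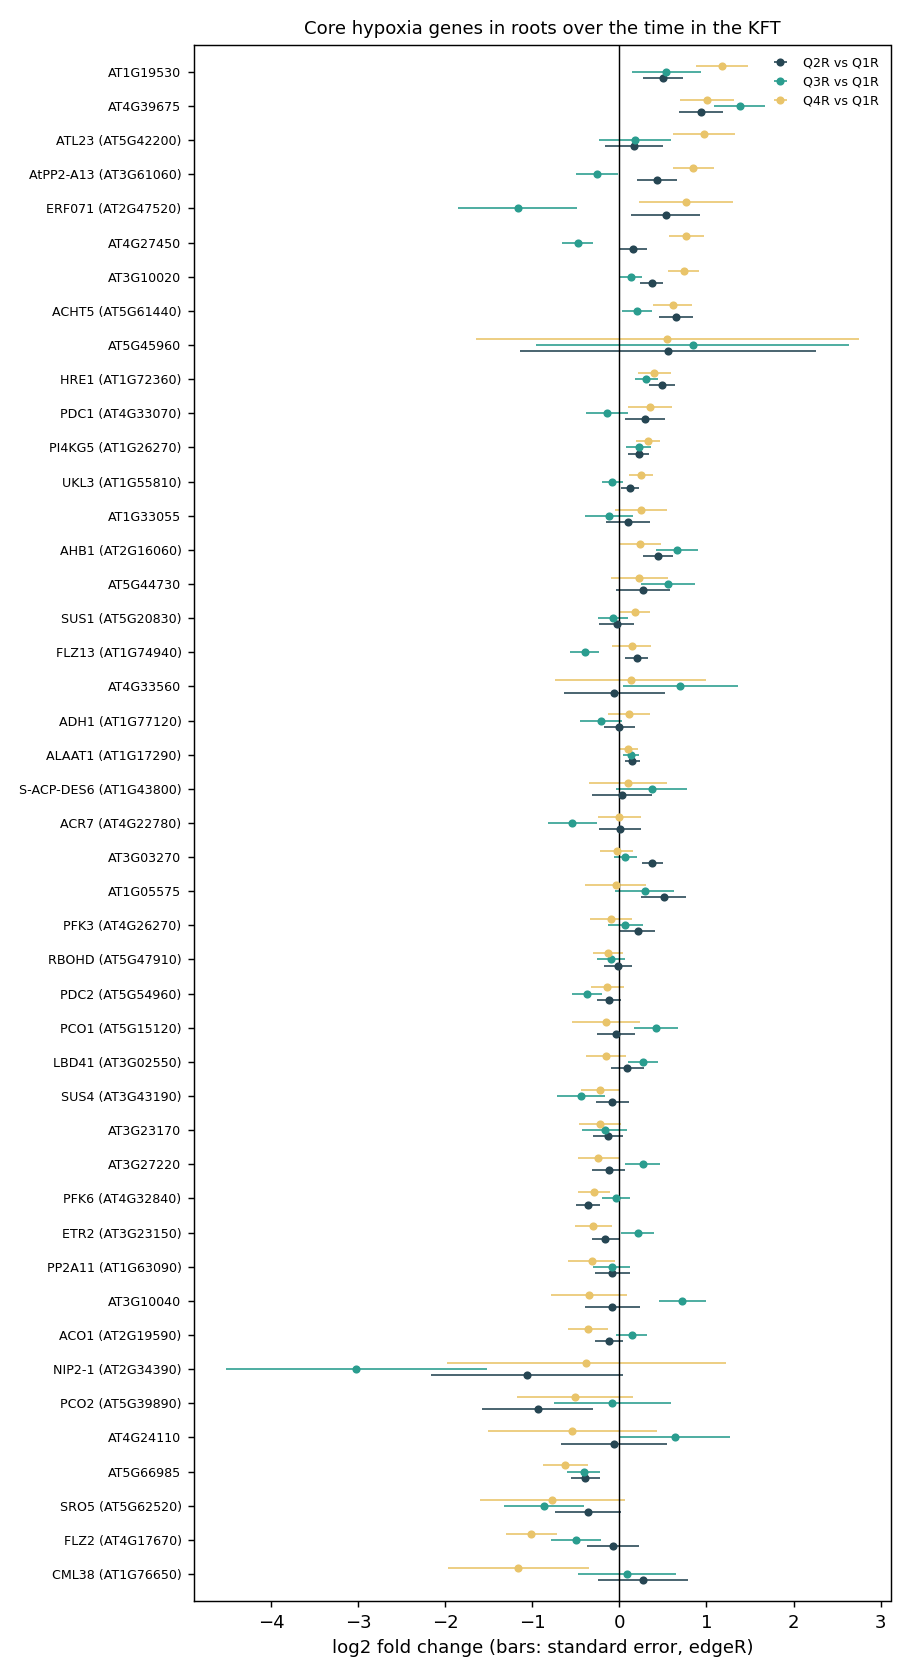
Log2 fold change (± SE) of hypoxia genes in roots at Q2, Q3 and Q4 against Q1, from edgeR (n = 3 libraries per group).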

GO analysis of the upregulated genes showed that genes associated with hypoxia were enriched across all three time points. 

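Nutrient transporters, wall peroxidases and green-tissue genes were among the root genes that fell. NRT2.1 (AT1G08090), the high-affinity nitrate transporter, was 33.6 ± 3.86 CPM at Q2R and 133 ± 66.5 at Q1R, a log2 fold change of -1.98 (adjusted p = 0.0298), and -2.35 at Q4R (adjusted p = 0.00425). The phosphate transporter PHT1-2 fell at Q2R by 1.28 and at Q3R by 1.35 (adjusted p = 0.0216 and 0.0164). PER15 fell at Q4R by 1.65 (adjusted p = 0.00036), and of 60 peroxidases 9 fell and 1 rose at Q3R with 0 DEGs. The cold gene COR15A fell at Q4R by 6.01 (adjusted p = 0.0059), and EPFL2, a signalling peptide, was at least 105-fold lower. Among antenna proteins of chloroplasts, LHCB3 and LHCA1 fell at Q3R by 1.19 and 1.26 (adjusted p = 0.0359 and 0.043), and of 18 such genes 3 fell, 2 of them DEGs (camera adjusted p = 2.78e-06, adjusted p = 0.455 with an estimated correlation). Of 36 root marker genes 8 fell and 1 rose at Q3R with 0 DEGs (camera adjusted p = 0.0057, adjusted p = 0.482 with an estimated correlation). Of 13 nitrate and ammonium genes 1 fell at Q4R, and 6 fell and 1 rose over the list alone (camera adjusted p = 3.43e-06, adjusted p = 0.127 with an estimated correlation). edgeR called 4, 48 and 51 genes that fell at Q2R, Q3R and Q4R, 99 in all, and DESeq2 called 21, 70 and 131, 200 in all.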

Analysis of the 256 DEGs including the 199 downregulated genes across all time points showed no significant GO enrichment associated with biological processes (Figure 4c). By comparing plant responses in KFTs for different durations to the KFT vs. plate study, it validates that the absence of gas exchange is the dominant response root tissues adapt to.

In leaf tissues (L), 114 DEGs were identified in the Q2L vs. Q1L comparison, followed by 36 DEGs in Q3L vs. Q1L, and 38 DEGs in Q4L vs. Q1L (Figure 5a). These results suggest that the leaf tissues do not have as much of a response to being in the KFTs when compared to the root tissues. 

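LHCB2.1 and LHCB1.1, antenna proteins of photosystem II, were the leaf genes that edgeR called. LHCB2.1 (AT2G05100) was 1744 ± 270 CPM at Q3L and 553 ± 48.6 at Q1L, a log2 fold change of 1.66 (SE 0.18, adjusted p = 0.0463). LHCB1.1 (AT1G29920) was 8027 ± 1020 against 2654 ± 215 CPM, a log2 fold change of 1.60 (adjusted p = 0.0463). The LHCB1 and LHCB2 paralogs are near-identical, so which copy the reads come from is uncertain. edgeR called 0 DEGs at Q2L, 2 at Q3L and 0 at Q4L, where DESeq2 called 116, 35 and 40, and edgeR at an unadjusted p-value 362, 206 and 266. Without Q1L replicate 2 edgeR called 54 at Q2L, and without Q1L replicate 1 it called 1. With RLE size factors it called 0 at Q3L. At Q3L it called 6 without Q1L replicate 1 and 0 without any of Q1L replicates 2 and 3 or the Q3L replicates.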

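With root and leaf libraries taken as independent, mitochondrial transcripts and a nitrilase were among the genes whose change differed between the tissues at Q2. The change of COX1, a subunit of cytochrome oxidase, was larger in roots than in leaves by a log2 difference of 2.52, and that of the ribosomal RNA RRN26 by 2.34. NIT2, a nitrilase induced in stressed leaves, had a log2 fold change of 0.76 in roots and -2.83 in leaves, a difference of 3.61. AT4G15610, a CASP-like membrane protein, differed by 3.51. At Q3 the clock regulator LNK2 (AT3G54500) was -0.65 in roots and 1.27 in leaves, a difference of -1.93 (adjusted p = 0.00619). Tested directly, the change differed between roots and leaves for 22 genes at Q2, 2 at Q3 and 2 at Q4, and for 435, 285 and 153 with DESeq2. Roots and leaves came from the same plants, which this test leaves out. With roots and leaves of a time point and number joined as a replicate block, a fit chosen after the values were seen, edgeR called 0 genes at each time point (1569, 1792 and 800 at an unadjusted p-value), and with the number as a block within each tissue 92, 7 and 0. The Q2 number was 59, 152 and 13 without Q1L replicates 1, 2 and 3, 46, 13 and 10 without those of Q2L, 4 and 5 without Q1R replicates 1 and 2, and 5 and 9 without Q2R replicates 1 and 2. At Q3 it was 8 and 11 without Q1L replicates 1 and 2, 4 without Q1R replicate 2, and 1 without Q1R replicate 1, Q3L replicate 1 or 2, or Q3R replicate 2 or 3. The source name of Q4L replicate 1 says Q3, while its title, library code and treatment label say Q4, as taken here. At Q4 it was 21 without Q4L replicate 1, 5 without Q4R replicate 3, 1 without Q1L replicate 1, 2 without Q4R replicate 2 and 0 without any other library. In leaves 0 of 27 defense genes passed at Q2L and 3 fell over the list alone (median -0.38, camera adjusted p = 3.13e-06, adjusted p = 0.777 with an estimated correlation). From the numbers of leaf DEGs the paper proposes that leaves respond less than roots, and from the decrease of these numbers over time that leaves might adapt quickly to the KFT.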

The deceasing number of DEGs over time (Figure 5a), suggests that leaves might be adapting quickly to the KFT environment. 

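AT1G27565 and AT2G07042, neither with a known function, were called by DESeq2 at each leaf time point, and they are named here because of those values. Both rose at Q2L, Q3L and Q4L, in comparisons that share the Q1L libraries. For AT1G27565 DESeq2 gave log2 fold changes of 7.21, 7.41 and 7.51 (adjusted p = 6.7e-06, 0.000161 and 7.22e-05). For AT2G07042 it gave 9.23, 8.3 and 9.38 (adjusted p = 6.97e-05, 0.00103 and 2.68e-06). AT1G27565 was not particular to leaves, since edgeR called it at 2 root time points. The transcription factors LBD13 and HSFB3 and the phosphate-starvation RNA AT4 were among the genes that DESeq2 called at 2 or more. edgeR shared 0 genes between the leaf lists, with only the antenna genes of Q3L called. For DESeq2, 93.1% of the Q2L genes, 88.6% of the Q3L genes and 85% of the Q4L genes were called at that time point only. Of 181 genes in all, 8 (4.4%) were called at 2 or more, and simulated comparisons that share only the control gave 12.9 on average. Q2L and Q4L shared 4 genes that rose, where unrelated lists would share 0.01.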

From the number of DEGs seen in each comparison, a large proportion (>90%) were unique to each time-point, with very little overlap (Figure 5b). However, looking at the trends of the gene expression heatmap of all DEGs across all time points, several distinct clusters are observed (Figure 5c, Table S3). In the first cluster, genes were generally upregulated across all the time points and GO enrichment analysis indicated that these set of 49 genes were associated with responses to fructose. 

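With edgeR no gene of dark and sugar starvation passed in leaves at Q2L, Q3L or Q4L, while DESeq2 called 2 that fell at Q2L and 1 that rose at Q4L. STR15 (AT4G35770), also known as the dark-induced SEN1, had log2 fold changes of -0.65 at Q2L, 1.04 at Q3L and 1.21 at Q4L (adjusted p = 0.291, 0.999 and 0.955), and at Q3L it was 724 ± 663 CPM against 351 ± 12.5 at Q1L. Of 15 genes of dark and sugar starvation 0 passed at Q4L and 2 rose over the list alone (camera adjusted p = 0.00568, adjusted p = 0.642 with an estimated correlation). At Q2L 0 passed and 3 fell over the list alone (camera adjusted p = 0.019, adjusted p = 0.777 with an estimated correlation). Of 172 DESeq2 genes with a value at each leaf time point, 37 were higher than at Q1L at all 3. The clusters of the paper could not be rebuilt, because the members of its clusters are not in the deposited tables.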

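Of 20 light-harvesting genes edgeR called 2 higher at Q3L than at Q1L, 0 with RLE size factors, and DESeq2 called 8. LHCB2.2 (AT2G05070), an antenna protein of photosystem II, was 1065 ± 68.5 CPM at Q3L and 320 ± 81.1 at Q1L, a log2 fold change of 1.73 (adjusted p = 0.0781). It was -0.39 at Q2L (adjusted p = 0.889), and at Q4L it was 674 ± 571 CPM, a log2 fold change of 1.07 (adjusted p = 0.955). LHCB4.3 (AT2G40100), an antenna protein made in strong light, was 0.01 at Q2L and -0.59 at Q3L (adjusted p = 0.999 at Q3L). Over the list alone 13 rose and 1 fell at Q3L. The log2 fold change was positive in 17 of them with a median of 0.86 (camera adjusted p = 5.61e-18, adjusted p = 0.363 with an estimated correlation). At Q4L 0 of 20 passed, with a median of 0.55 (camera adjusted p = 7.21e-05, adjusted p = 0.642 with an estimated correlation).

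**Figure D5:**
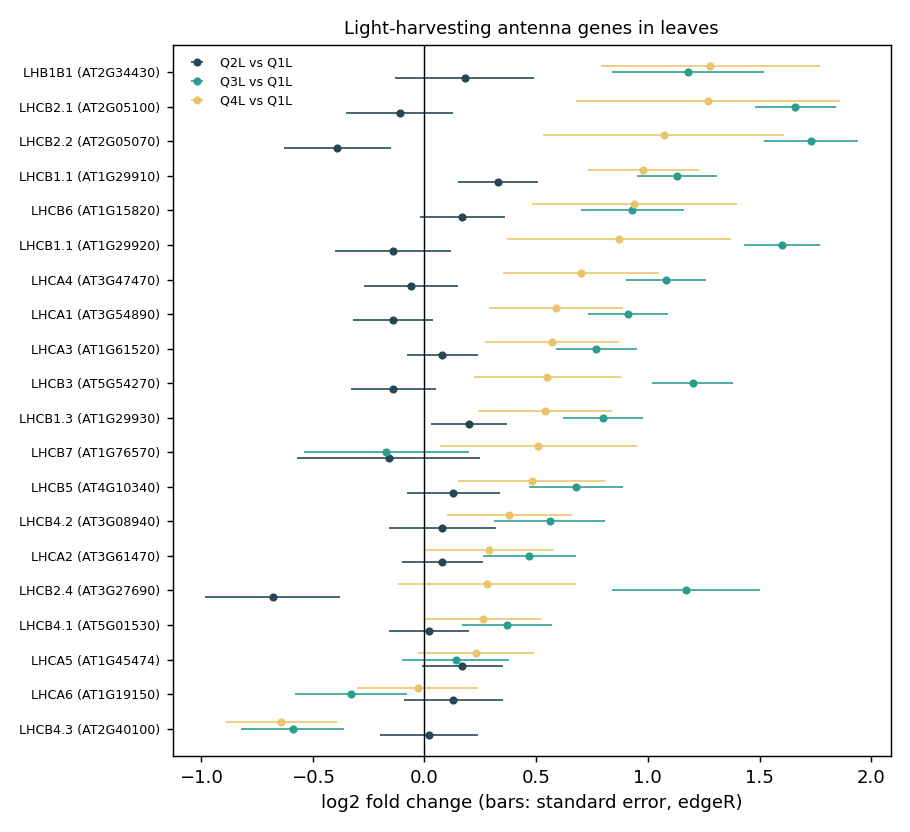
Log2 fold change (± SE) of light-harvesting genes in leaves at Q2, Q3 and Q4 against Q1, from edgeR (n = 3 libraries per group).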

The second cluster of 60 genes showed varying regulation of gene expression across the time points with GO enrichments indicating responses to light and photosynthesis. 

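With edgeR no peroxidase, nitrate or extensin gene passed at Q2L on its own, while DESeq2 called 4, 1 and 2 that fell. Of 49 class III peroxidases, which build and loosen walls, 6 fell when adjusted over the list alone (camera adjusted p = 0.000895, adjusted p = 0.777 with an estimated correlation). Of the nitrate and ammonium genes 2 fell over the list alone (camera adjusted p = 0.0082, adjusted p = 0.777 with an estimated correlation), and of 11 extensins 2 did (camera adjusted p = 0.0164, adjusted p = 0.777 with an estimated correlation). In the control, Q1L replicate 1 held 5.09% of root signal, a median over the root-specific genes CASP1, EXPA7 and PRP3. Whether that moves these lists was not tested. Of 18 sulfur-starvation genes at Q4L 0 passed (median -0.40, camera adjusted p = 0.0108, adjusted p = 0.642 with an estimated correlation). Among 172 DESeq2 genes with a value at Q2L, Q3L and Q4L, 66 were lower than at Q1L at all 3 and 103 (59.9%) kept one direction. In simulated comparisons that share only the control 86.2% did. DESeq2 called 103 genes that fell at Q2L, 8 at Q3L and 11 at Q4L.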

The third cluster showed 70 genes that were generally downregulated across all the time points. GO enrichment showed genes that were downregulated in the third cluster were associated with responses to stimuli. Among these, light associated responses were striking and could be explained by the altered light conditions when plants were inserted into KFTs. 

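Clock and cold genes of leaves were tested beside the antenna genes. Of 25 clock genes 0 passed at Q3L and 4 rose over the list alone (camera adjusted p = 0.0015, adjusted p = 0.363 with an estimated correlation). Of 26 genes of cold and ABA response 2 rose at Q3L over the list alone (camera adjusted p = 0.00108, adjusted p = 0.363 with an estimated correlation), and of 27 at Q4L 0 passed (camera adjusted p = 6.66e-06, adjusted p = 0.219 with an estimated correlation). LHCB2.4 (AT3G27690), another antenna protein, was -0.68 at Q2L and 1.17 at Q3L (adjusted p = 0.999 at Q3L). No library came from leaves outside a KFT, so the change of light on entering the tube is not in these comparisons. From the light and photosynthesis genes of its clusters, the paper proposes that altered light inside the KFT could explain the leaf response.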

The thickness and slight opaqueness of the material used to construct the KFT might cause a reduction of light reaching the plants. Overall, the hypoxic responses in roots and light-related signaling in leaves were the most observable influence on plants when grown in the KFT for a short period of time.

### 3.4. Short-Term Responses of Plants to Gravity Alteration in the KFT

To test whether the KFT setup can capture the plant responses to gravity changes with the appropriate controls, the transcriptome of plants grown in the KFTs, placed on the clinostat (C) from the T+0 to the T+8 min timepoint, were compared to a series of different controls. 

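Clinorotation adds 6 libraries, 3 of roots (CR) and 3 of leaves (CL), to the libraries of the time course. Counts per library ran from 34273236 to 117091661 in CR (median 48974482) and from 46685001 to 47976095 in CL (median 47701898). The clinorotated plants shared a KFT of their own, so rotation and vessel cannot be told apart. The authors compared CR and CL with Q3, with Q1, with Q1 and Q3 pooled and with Q1, Q2 and Q3 pooled. The edgeR test ran on the same groupings, over 21049 to 21987 genes in roots and 20418 to 21648 in leaves. A pooled control of 6 or 9 libraries joins KFTs sampled at different times, so differences between those KFTs enter its spread.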

The controls used were: Q1 (T-10 min), Q3 (T+8 min) that has the exact duration of time within the KFTs as (C). Due to the nature of spaceflight experiments, especially in the current early stages of operational developments, such well-timed coordination may not always be feasible. Therefore, the Clinostat (C) sample was also compared to a pooled control of Q1 and Q3, and a combined control of Q1, Q2 and Q3.

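Extensins and nitrate genes had negative medians in clinorotated roots against each of the 4 controls, and heat shock genes positive ones. Extensins cross-link the walls of root hairs, and their median log2 fold change was -0.59 against Q3R, -0.84 against Q1R, -0.73 against Q1 and Q3 together and -0.69 against Q1, Q2 and Q3 together. Of 12 extensins 0 passed against Q3R, and 3 fell against Q1R, 12 when adjusted over the list alone (camera adjusted p = 8.48e-13, adjusted p = 0.451 with an estimated correlation). Against the pooled controls 0 passed and 11 fell over the list alone (camera adjusted p = 1.22e-10 and 4e-10, adjusted p = 0.295 and 0.329 with an estimated correlation). Of 14 nitrate and ammonium genes, 4 fell over the list alone against Q1 and Q3 together (median -0.40, camera adjusted p = 7.16e-05, adjusted p = 0.0495 with an estimated correlation). Of 23 heat shock genes 20 were positive against Q3R with 0 called (camera adjusted p = 0.00289, adjusted p = 0.501 with an estimated correlation). Against Q1, Q2 and Q3 together 21 of 23 were positive, and 4 rose over the list alone (camera adjusted p = 3.41e-05, adjusted p = 0.198 with an estimated correlation). The controls contain the same libraries in part, so these comparisons repeat each other. Extensins also shifted between unrotated KFTs, with medians of -0.36 in Q1B and 0.22 in Q1C against Q1A.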

Clinostat roots (CR) compared to the various root controls (Q3R, Q1R, combined Q1R + Q3R, and pooled Q1R + Q2R + Q3R) revealed that although gene expression trends were similar across all comparisons, using the appropriate controls can better segregate between gravity-related responses from other confounding responses (Figure 6). In root tissues, a total of 369 genes showed significant differential expression in at least one comparison (Figure 6a). In this experimental design, Q1 was designated as a sample point before “launch”. 

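GRP5 and BGLU30 were among the genes that rose in clinorotated roots, and most DEGs were called against Q1R. GRP5 (AT3G20470), a glycine-rich wall protein, was 114 ± 68.7 CPM in CR and 10.8 ± 0.814 in Q1R, a log2 fold change of 3.40 (adjusted p = 0.00376), and 2.78 against Q1, Q2 and Q3 together (adjusted p = 0.0483). BGLU30 (AT3G60140), a glucosidase of dark-treated tissue, was 38.8 ± 1.85 CPM in CR and 13.5 ± 2.92 in Q3R, a log2 fold change of 1.53 (SE 0.17, adjusted p = 0.0493). At Q4R, without rotation, BGLU30 had also risen, to a mean above that of CR. edgeR called 1 DEG against Q3R, 143 against Q1R, 0 against Q1 and Q3 together and 5 against Q1, Q2 and Q3 together, 147 genes in all. DESeq2 called 67, 331, 53 and 68, 394 genes in all, and edgeR at an unadjusted p-value 237, 468, 195 and 225. CR replicate 1, the deepest library, changes each of these numbers. Without it edgeR called 166 DEGs against Q3R, 434 against Q1R, 123 against Q1 and Q3 together and 179 against Q1, Q2 and Q3 together. Against Q1R it called 33 and 39 without CR replicates 2 and 3, and 35, 40 and 48 without Q1R replicates 1, 2 and 3. Against Q3R it called 0 without CR replicate 2 or Q3R replicate 1 or 2, and 0 with all libraries of the set in one fit. The call of BGLU30, the 1 DEG there, is lost in each of these. Against Q1, Q2 and Q3 together it called 14 without Q3R replicate 3, 4 without Q3R replicate 2 and 0 without any of the other libraries, with RLE size factors or without organelle genes, so that call of GRP5 is lost there.

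**Figure D6:**
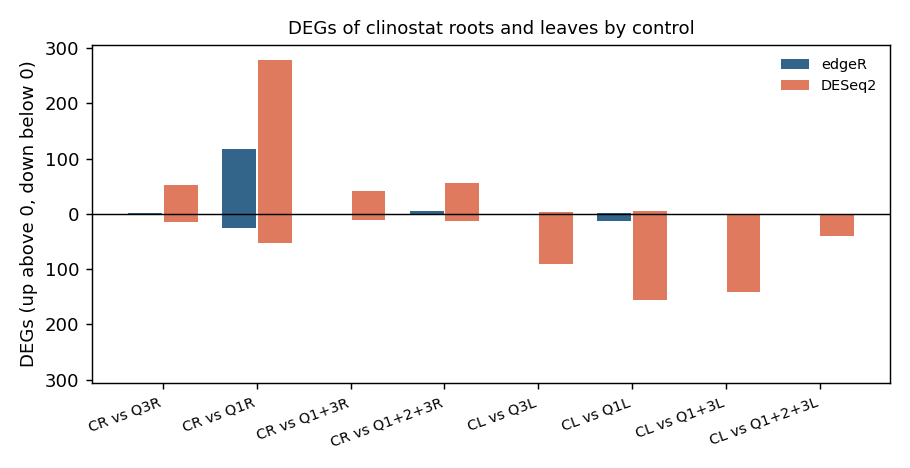
Number of DEGs of clinorotated roots and leaves against each control, with genes that rose above 0 and genes that fell below 0, from edgeR and from DESeq2 (n = 3 clinorotated libraries).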

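Of the genes for heat and cold, few passed in clinorotated roots against Q1R. RBG7 (AT2G21660), an RNA-binding protein of cold response and the clock, rose by 1.34 (adjusted p = 0.0119), and KCS3, of very long chain fatty acids, by 1.91 (adjusted p = 0.0448). CUT1, which elongates wax fatty acids, rose by 1.4 (adjusted p = 0.0479), while ABCG6, a suberin transporter, fell by 1.11 (adjusted p = 0.00376). Of 23 heat shock genes 1 rose, 3 when adjusted over the list alone (median 0.38, camera adjusted p = 0.000997, adjusted p = 0.457 with an estimated correlation). Of 26 genes of cold and ABA response 1 rose, 2 over the list alone (camera adjusted p = 0.0782). Of 28 genes of very long chain fatty acids and suberin 2 rose and 4 fell (camera adjusted p = 0.0625). SNG1 and CYP75B1, enzymes of sinapate esters and flavonoids, fell by 1.84 and 1.42 (adjusted p = 0.0397 and 0.0322).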

The root tissues in CR were in the KFT 18 min longer than Q1R and showed a substantial number of unique DEGs not observed in the other controls, which had GO enrichment mainly involved in temperature stimulus and abiotic stress responses (Figure 6a). The overlaps of the significant DEGs between each comparison showed 11 (3%) genes shared by all comparisons, 79 (21.4%) genes were shared by at least two comparisons, and 267 (72.4%) genes were unique to Q1R (Figure 6b). 

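GRP5 and AIR1, both genes of the cell wall or auxin response, were the root genes that edgeR called against 2 controls, and with RLE size factors 0 were called against Q1, Q2 and Q3 together, so the second call ends. DESeq2 called 12 genes (3%) against all 4, among them the sugar exporter SWEET12, whose log2 fold changes against Q3R, Q1R, Q1 and Q3 together and Q1, Q2 and Q3 together were -2.77, -1.97, -2.42 and -2.40, and HOL2, a methyltransferase, with -4.57, -3.82, -4.24 and -3.87. TGD5, of lipid transfer into chloroplasts, was 1.62, 2.24, 1.90 and 1.99. These DESeq2 genes were chosen after their values were seen. In the edgeR lists 0 of 147 genes were called against all controls, 2 (1.4%) against at least 2 and 141 (95.9%) only against Q1R. In those of DESeq2 73 of 394 (18.5%) were called against at least 2 and 273 (69.3%) only against Q1R. The CR libraries are in every comparison and Q1R or Q3R in several, and simulated lists that share them gave on average 4.6 genes (3.2%) against at least 2 for the edgeR sizes and 74.3 (18.6%) for the DESeq2 sizes. Against all 4 controls they gave 10.9 on average for the DESeq2 sizes, near the 12 genes called. The DESeq2 lists against Q1R and Q3R shared 14 genes that rose and 5 that fell, where unrelated lists would share 0.59 and 0.03.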

The gene expression trends showed that the majority of the 369 genes shared similar expression profiles regardless of the control used (Figure 6c, Table S4). 

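The laccase LAC13 and other genes that fell against Q1R mostly kept their sign with the other controls. LAC13, which joins lignin units, fell by 1.68 against Q1R (adjusted p = 0.00194), and PHT1-2, a phosphate transporter, by 1.57 (adjusted p = 0.00872). Of 147 edgeR genes 135 (91.8%) had the same sign against the 4 controls, 112 higher and 23 lower. Of 394 DESeq2 genes 350 (88.8%) did, 300 higher and 50 lower. Simulated lists built on the same CR libraries and overlapping controls gave 93.2% and 92.6%, so the shared libraries alone reach these shares.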

Comparing the gene expression trends between CR versus Q1R and the other comparisons, there is an observable distinction of the foldchange properties of the 228 genes unique to Q1R. 

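Ribosomal proteins and NRT2.1 were among the genes that passed in clinorotated roots against Q1R. NRT2.1 was 39.2 ± 5.24 CPM in CR and 133 ± 66.5 in Q1R, a log2 fold change of -1.76 (adjusted p = 0.026), and it had fallen at Q2R and Q4R without rotation. Of 187 cytosolic ribosomal proteins 17 rose against Q1R, 2 of them DEGs, and 74 did when adjusted over the list alone (median 0.31, camera adjusted p = 1.4e-17, adjusted p = 0.512 with an estimated correlation). Against Q3R 0 of 188 did (median -0.05, camera adjusted p = 0.00727, adjusted p = 0.737 with an estimated correlation). CYP71A12 and FOX2, of indole defense compounds, rose against Q1R by 2.08 and 1.60 (adjusted p = 0.0273 and 0.00507), and both were also among the genes that rose at Q3R without rotation. DIN11, a dioxygenase induced in the dark, rose by 6.33 against Q1R (adjusted p = 0.0338) and by 6.44 at Q3R without rotation (adjusted p = 0.0149), where DESeq2 gave it no adjusted p-value. A gene called against Q1R and not against Q3R is not shown to differ between the controls, since 3 libraries per group miss part of the changed genes.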

In comparing CR to Q3R and when controls were pooled (Q1R + Q3R and Q1R + Q2R + Q3R), these 228 genes no longer met the DEG classification thresholds (Figure 6c). These results demonstrated that the KFT setup successfully detected plant responses to gravity changes, though using the appropriate controls can help distinguish between the clinostat response and the likely accumulation of hypoxic stress and/or other environmental stimuli seen when using Q1R as a control (Figure 4).

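With edgeR no gene of the auxin and gravity list passed against any of the 4 controls, and DESeq2 called 1 that rose against Q1R. Of 25 genes 0 were called against Q3R, Q1R and both pooled controls (camera adjusted p = 0.26, 0.489, 0.262 and 0.192), and AIR1, an auxin-induced gene outside that list, was among those that edgeR called. Of all genes tested, 1 of 21049 passed against Q3R and 337 of 21068 against Q1R. Against Q1 and Q3 together 0 of 21544 passed, and against Q1, Q2 and Q3 together 9 of 21987. With so few passing, 0 of 25 does not show that auxin and gravity genes were unchanged. Of 45 hypoxia genes 3 rose against Q1R (camera adjusted p = 0.0881) and 0 of 44 against Q3R (camera adjusted p = 0.0908). Among them AHB1, the low-oxygen hemoglobin, rose by 0.84 and AT4G39675 by 1.92 against Q1R (adjusted p = 0.0391 and 0.0119), while ADH1 was 0.06 (adjusted p = 0.922). EBF2, of ethylene signalling, rose by 0.62 (adjusted p = 0.0391). Roots and leaves differed in their change under clinorotation against Q3 for 7 genes, among them the lipid-transfer gene LTP3 with a log2 difference of 5.91, and DESeq2 gave 436. With roots and leaves of the same number joined as a replicate block, a fit chosen after the values were seen, edgeR called 0 (2125 at an unadjusted p-value), and with the number as a block within each tissue 0 (2626). That number was 142, 22 and 66 without Q3L replicates 1, 2 and 3, 4 and 3 without Q3R replicates 1 and 3, 21 without CL replicate 3, and 12, 3 and 4 without CR replicates 1, 2 and 3. The paper states that the setup detected responses to gravity, and it proposes that hypoxic stress built up in the KFT enters the comparison with Q1R.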

In leaves, the variations between the comparisons were not as pronounced as those seen in the roots but a similar trend was observed. A total of 238 DEGs were detected in at least one comparison (Figure 7a). Of these DEGs, a substantial number were shared across the various comparisons. 

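An extensin and a pair of peroxidases were among the genes that fell in clinorotated leaves against Q1L. ATEXT4, an extensin, was 60.4 ± 21.0 CPM in CL and 792 ± 542 in Q1L, a log2 fold change of -3.71 (adjusted p = 0.0353). PER62 was 2.69 ± 1.05 against 106 ± 101 CPM, a log2 fold change of -5.30 (adjusted p = 0.0379), and PER50 fell by 2.41 (adjusted p = 0.0353). edgeR called 0 DEGs against Q3L, 14 against Q1L with 13 down, 0 against Q1 and Q3 together and 0 against Q1, Q2 and Q3 together. DESeq2 called 95, 161, 142 and 40, and edgeR at an unadjusted p-value 451, 447, 533 and 477. Leaving out Q3L replicates 1, 2 and 3 gave 126, 12 and 7 DEGs against Q3L, and leaving out the former pair gave 4 and 1 against Q1 and Q3 together. Against Q1L there were 114 without Q1L replicate 2, 0 without Q1L replicate 3, and 1, 0 and 0 without CL replicates 1, 2 and 3.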

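The protease inhibitor KTI1 and the osmotin OSM34 were among the leaf genes that DESeq2 called against every control. These were PDF1.4, KTI1, OSM34, PER62, LTP3, AT5G63580, MAPKKK19, PSAA and AT5G05600, 9 of 244 genes (3.7%), chosen here after their values were seen. PDF1.4 is a defensin-like protein and AT5G63580 a putative inactive flavonol synthase. DESeq2 called 128 genes (52.5%) against at least 2 controls and 60 (24.6%) only against Q1L. edgeR called 14 genes, all only against Q1L, and 0 against 2 controls. Simulated lists that share the CL libraries and the overlapping controls gave 100.6 genes against at least 2 (34.5%) for the DESeq2 sizes. Against every control they gave 10.3 on average, so the shared libraries alone reach the 9 genes named. The DESeq2 lists against Q3L and Q1L shared 47 genes that fell, where unrelated lists would share 0.54.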

The Venn diagram (Figure 7b) showed that 8 genes (3.4%) were shared across all comparisons, 127 (53.4%) genes were shared by at least two comparisons, and CL vs. Q1L had the highest number of unique genes at 22.3% (53 genes). 

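KTI1, NIT2 and a glyoxalase, genes of defense and detoxification, fell in clinorotated leaves against Q1L. KTI1 fell by 5.03 and the glyoxalase GLYI4 by 3.54 (adjusted p = 0.0379 for both), and NIT2, a nitrilase, by 3.58 (adjusted p = 0.0231). MIOX2, an inositol oxygenase that feeds wall sugars, fell by 2.65 (adjusted p = 0.0353), and AT1G30720, a berberine-bridge-like oxidase, by 2.83 (adjusted p = 0.041). Of 47 class III peroxidases 2 fell, 8 when adjusted over the list alone (median -0.92, camera adjusted p = 8.05e-09, adjusted p = 0.268 with an estimated correlation). Of 10 extensins 1 fell, 3 over the list alone (median -2.18, camera adjusted p = 1.21e-06, adjusted p = 0.268 with an estimated correlation). Root marker genes moved with them: of 16, 0 passed and 2 fell over the list alone (median -2.74, camera adjusted p = 1.62e-06, adjusted p = 0.268 with an estimated correlation). By the median of CASP1, EXPA7 and PRP3, Q1L replicate 1 held 5.09% of root signal, against 0.13 and 0.28% in replicates 2 and 3. Whether that signal moves these lists as a whole was not tested. For the members called, it explained 0.4% of the excess in Q1L for PER62, 2.7% for PER50 and 2% for ATEXT4. For KTI1, outside these lists, it explained 54.1%. Without rotation, Q3L against Q1L had medians of -1.56 for root markers, -1.28 for extensins and -0.29 for peroxidases. Of 28 defense genes 0 passed and 1 fell over the list alone (camera adjusted p = 0.817). NIT2 was 229 CPM in Q3L replicate 2 and 105 in Q4L replicate 1, so single leaf libraries of other time points held it high as well.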

GO enrichment of the first 65 genes in column one, Figure 7a, showed processes such as defense-related pathways and the next set of 65 genes showed an enrichment of pathways associated with cell wall and detoxification. These processes are typically observed in gravity-related responses of Arabidopsis in previous spaceflight-related transcriptomic analyses [20,21,22,23]. 

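LHCB2.2 and other antenna genes of clinorotated leaves had opposite signs against Q3L and Q1L. STR15 (SEN1) had log2 fold changes of -1.78 against Q3L, -0.73 against Q1L and -1.35 against Q1 and Q3 together, with 0 of these passing (adjusted p = 0.42 and 0.13 for the first pair). Of 15 genes of dark and sugar starvation 0 passed against Q3L and 11 fell over the list alone (median -1.26, camera adjusted p = 2.21e-10, adjusted p = 0.424 with an estimated correlation). LHCB2.2 was -0.99 against Q3L and 0.74 against Q1L (adjusted p = 0.219 and 0.547). Of 20 light-harvesting genes 12 fell and 2 rose over the list alone against Q3L (camera adjusted p = 2.03e-06, adjusted p = 0.337 with an estimated correlation), while 10 rose against Q1L (camera adjusted p = 6.47e-10, adjusted p = 0.323 with an estimated correlation). All 14 edgeR genes had the same sign against the 4 controls, and of 241 DESeq2 genes 239 (99.2%) did. Simulated lists that share the CL libraries gave 96.4% and 93.6%.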

In leaves, the selection of an appropriate control does not seem to have as substantial an impact as roots on capturing the clinorotation response (Figure 7c, Table S5).

Taken together, when obtaining a well-coordinated control is not feasible, pooling controls from multiple time points can still successfully assay short-term spaceflight responses in plants. Pooled controls similarly reveal gene expression trends and eliminate other confounding responses as do the well-coordinated control, especially in roots which are known to be more sensitive to gas exchange alteration [24,25].

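Extensins and dark-induced genes had negative medians in clinorotated leaves against the pooled controls. Against Q1 and Q3 together 0 of 11 extensins passed and 3 fell over the list alone (median -1.78, camera adjusted p = 0.000175, adjusted p = 0.314 with an estimated correlation). Of 15 dark and sugar-starvation genes 6 fell over the list alone (median -1.08, camera adjusted p = 3.35e-07, adjusted p = 0.314 with an estimated correlation), and against Q1, Q2 and Q3 together the median was -0.88 (camera adjusted p = 1.3e-06, adjusted p = 0.361 with an estimated correlation). Root marker genes had a median of -2.42 against the largest control, with 0 of 26 called and 4 lower over the list alone (camera adjusted p = 1.11e-06, adjusted p = 0.361 with an estimated correlation). Both controls contain Q1L replicate 1, with 5.09% of root signal, whose part in the extensin and root marker medians was not tested. In roots AT5G53880, of unknown function, and RPL41G, a ribosomal protein, rose against Q1, Q2 and Q3 together by 1.15 and 1.11 (adjusted p = 0.0483 and 0.0493), among 5 DEGs. Both calls were lost in 11 of 14 other settings, with RLE size factors (0 DEGs) and without most of the single libraries. With each control group fitted on its own instead of pooled, edgeR called 24 DEGs in roots against Q1 and Q3 and 88 against Q1, Q2 and Q3. From the similar trends the paper concludes that pooled controls can serve where a well-coordinated control is not feasible.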

It is expected that the suborbital flight would encounter hyper-g profiles and vibrations that could impact the plant’s transcriptional response. Previously conducted suborbital flight experiments, using 7–12 day old plants grown on the same gel matrix described in this manuscript, have shown that plants adhere well to the gel matrix during the entire flight profile without sustaining any damages [26]. Thus, although clinorotation of the KFT has its limitations in simulating a suborbital flight, it does allow a glimpse of how researchers would still be able to capture gravity-associated responses using this method.

## 4. Conclusions

The increased accessibility of space is crucial for the advancement of science and technology that will enable humanity to meet the goals of living on the moon and Mars. Suborbital flights now allow civilian passengers to travel to space and back, presenting a unique opportunity for scientists to perform human-tended research. The intent of this investigation is to develop a method that will enable scientists to perform hands-on plant molecular biology experiments efficiently in the suborbital environment, thereby broadening the platforms from which investigators can conduct space-related experiments. KFTs have been used to fix samples in orbital space in a wider variety of biological systems for a decade or so, but have never been used as a vessel to house samples to space. The data presented herein suggest that KFTs can be readily adapted for carrying biological samples to space in a safely contained fashion. In addition, these data suggest that the changes in plant biology that do occur upon sealing within the KFTs are manageable within the flight timelines and experiment profile, provided that comprehensive ground controls are enacted. Plants grown in the thoroughly enclosed KFTs can maintain consistent plant health for several hours, thus, providing ample time to prepare and conduct a human-tended experiment onboard the suborbital flight. Moreover, plants within KFTs exhibited robust changes in gene expression when clinorotated during the simulated microgravity portion of a suborbital flight, suggesting the potential for capturing transcriptomic responses to the actual high g and microgravity portions of a suborbital flight. This method of prepping biology to be housed in KFTs and then using KFTs for suborbital flight experiments should provide a tractable initialization of hands-on research in suborbital space.

## Figures and Tables

**Figure 1:**
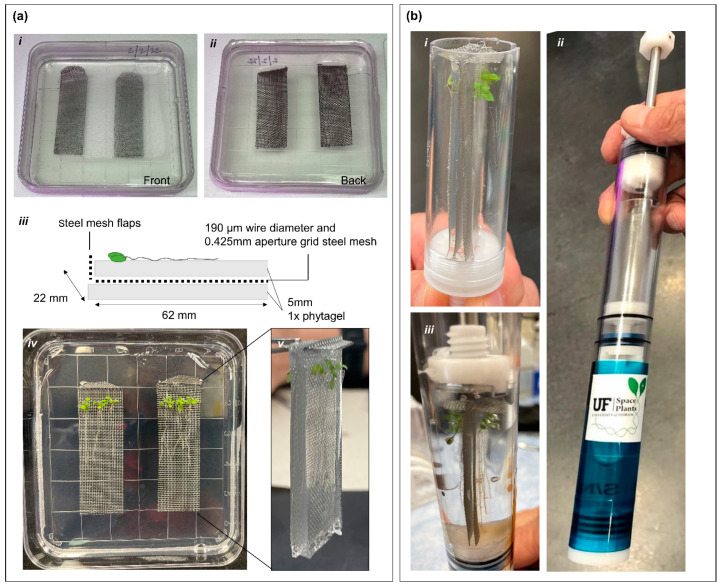
Preparation of Arabidopsis plant coupons within the KFTs for human-tended suborbital spaceflight. (**a**) Illustration of the various steps in making the plant coupons. Wire mesh coupons were encased in the solidified phytagel media (*i*) front (*ii*) back. (*iii*) schematic of the coupon layout. (*iv*) Image of the plants growing on coupons inlaid in phytagel matrix. (*v*) Cut out of the coupons placed together back-to-back for insertion into KFTs. (**b**) Placement of coupons into KFTs. (*i*) Shows coupons inserted into the sample area of the KFTs. (*ii*) Image of pre-actuated KFT. (*iii*) Image of actuated KFT with samples fixed in RNAlater.

**Figure 2:**
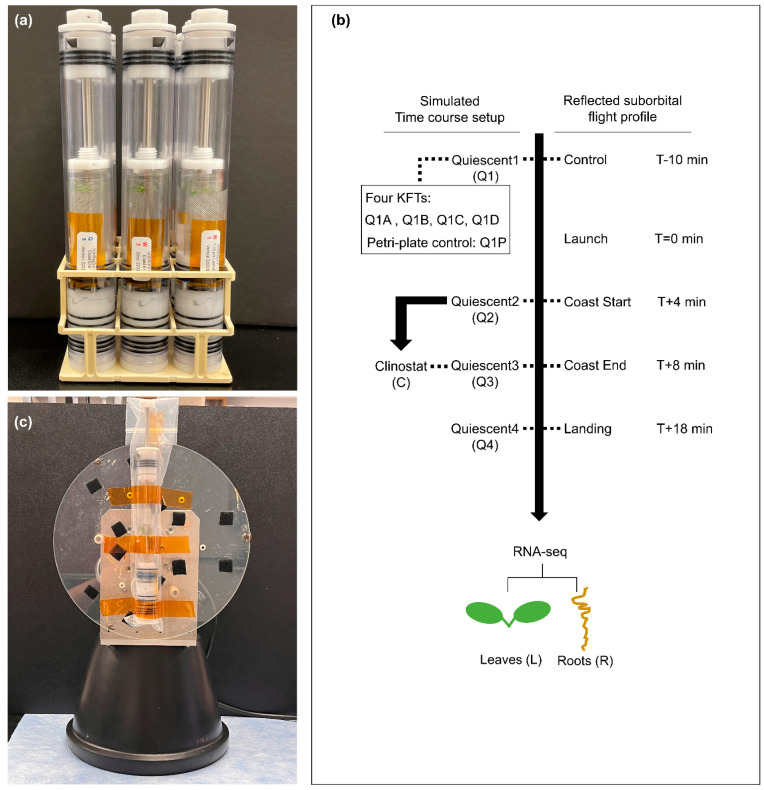
Setup of KFTs for simulated suborbital spaceflight profile. (**a**) Image of KFTs loaded with coupons and actuated after the respective timepoints. (**b**) Four time points of quiescent (Q1–Q4) and one set of treatment on clinostat (C) from Q2 to Q3, seedlings were harvested. Another set of four KFTs were used for comparison with a Petri dish control at Q1. The tissues were fixed in RNAlater overnight and then dissected to roots and leaves, which were subjected to RNA-seq analysis. (**c**) Image of KFT mounted on a 2-D Clinostat.

**Figure 3:**
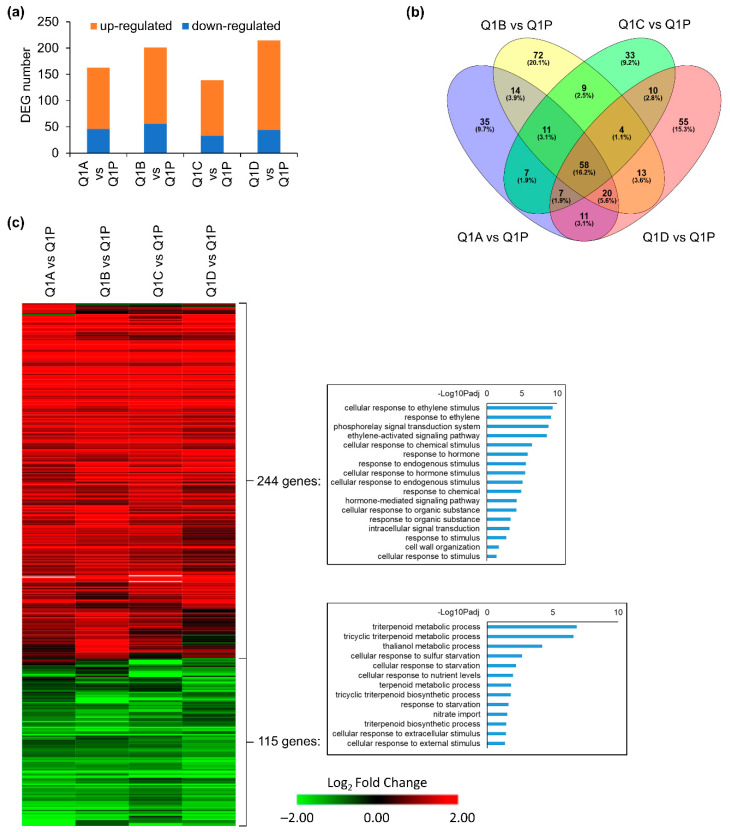
DEGs of KFT (Q1A-D) vs. plate control (Q1P) in roots at Q1. (**a**) Number of DEGs in four comparisons. (**b**) Overlap between DEGs detected in each comparison. (**c**) Heatmap showing expression patterns of 359 DEGs detected in at least one comparison. GO terms of biological processes for upregulated and downregulated genes are shown. Hierarchical clustering of heatmap was done using one minus cosine similarity. Genes with no expression detected in RNA-seq are indicated in gray.

**Figure 4:**
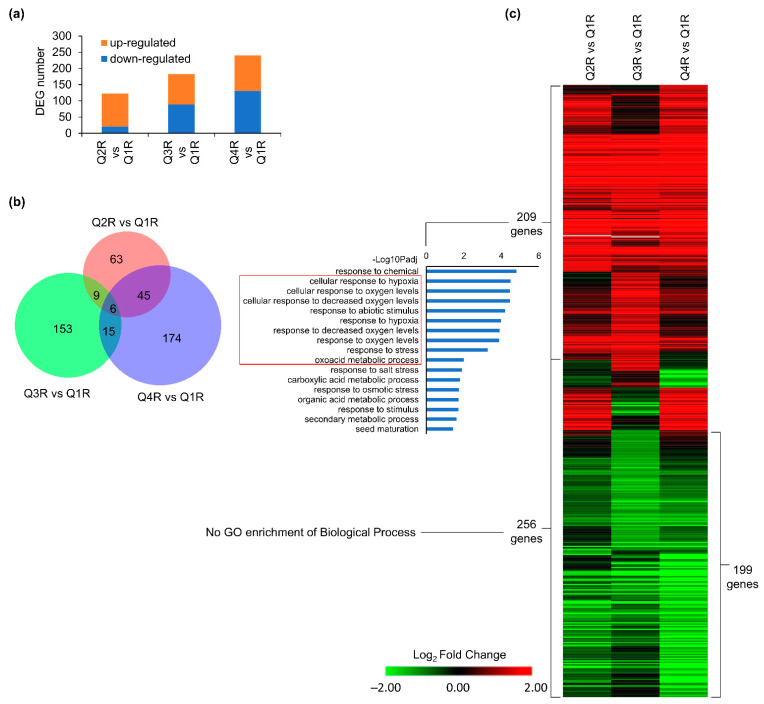
DEGs detected in at least one comparison of Q2, Q3 or Q4 vs. Q1 in roots. (**a**) Number of DEGs in three comparisons. (**b**) Overlap between DEGs detected in each comparison. (**c**) Heatmap showing expression patterns of 465 DEGs detected in at least one comparison. GO terms of biological processes for 209 induced genes are shown. Hierarchical clustering of heatmap was done using one minus cosine similarity. Genes with no expression detected in RNA-seq are indicated in gray. The red box highlights GO enrichments that are associated with hypoxia responses.

**Figure 5:**
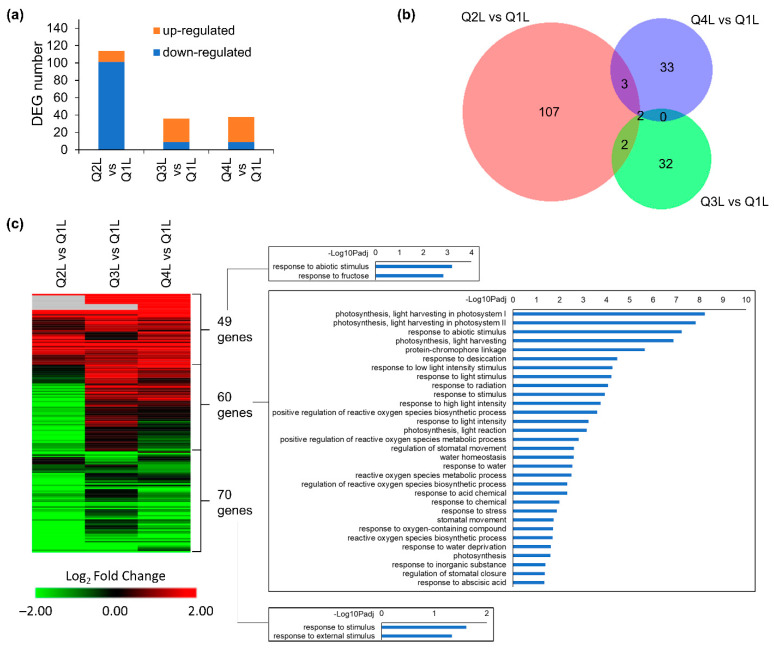
DEGs detected in at least one comparison of Q2, Q3 or Q4 vs. Q1 in leaves. (**a**) Number of DEGs in three comparisons. (**b**) Overlap between DEGs detected in each comparison. (**c**) Heatmap showing expression patterns of 179 DEGs detected in at least one comparison. GO terms of biological processes for three clusters of genes are shown. Hierarchical clustering of heatmap was done using one minus cosine similarity. Genes with no expression detected in RNA-seq are indicated in gray.

**Figure 6:**
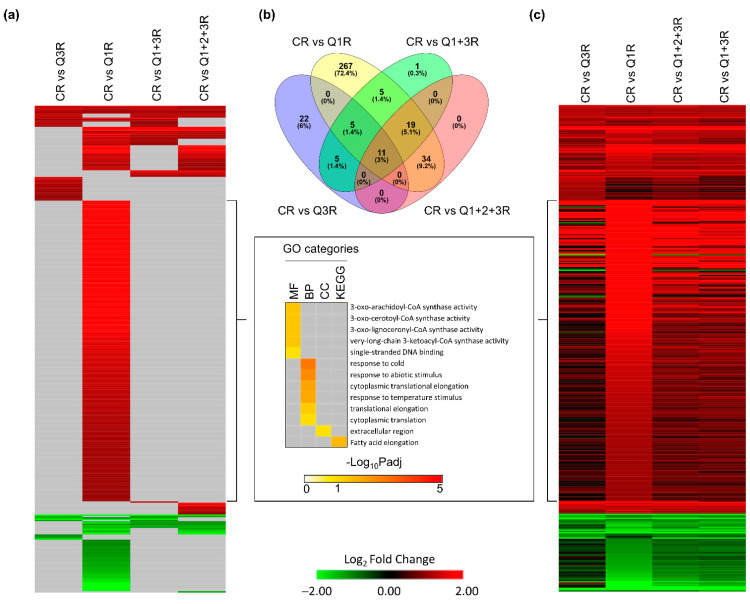
DEGs of clinostat treatment (C) compared with four different controls in roots. (**a**) Heatmap showing significant expression patterns of 369 DEGs detected in at least one comparison. Genes with −1 < Log2FC < 1, or Padj > 0.05, or no expression data detected in RNA-seq, are filled using gray. GO terms are shown for 238 significantly induced genes that are only detected using Q1. (**b**) Overlap between DEGs detected in each comparison. (**c**) Heatmap showing full expression patterns of 369 DEGs detected in at least one comparison. The order of genes is the same as (**a**). Genes with no expression detected in RNA-seq are indicated in gray.

**Figure 7:**
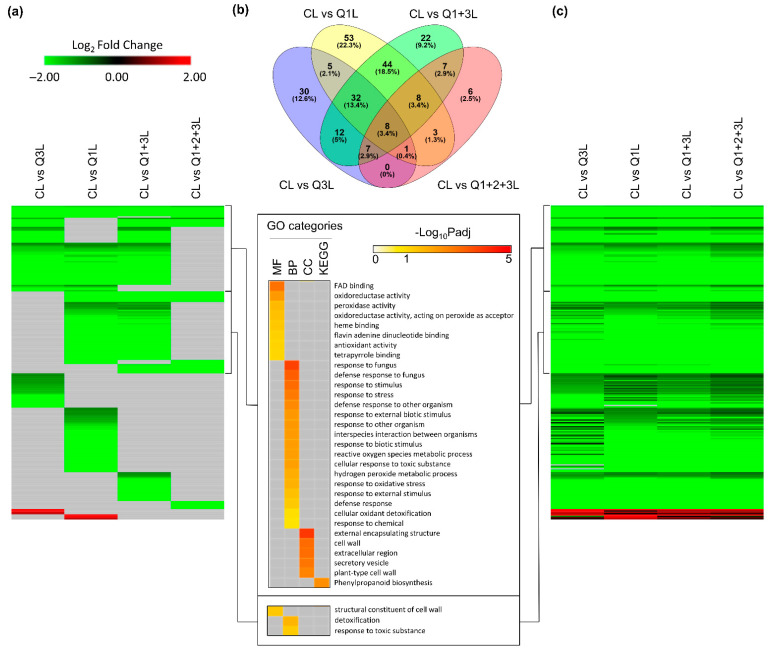
DEGs of clinostat treatment (C) compared with four different controls in leaves. (**a**) Heatmap showing significant expression patterns of 238 DEGs detected in at least one comparison. Genes with −1 < Log2FC < 1, or Padj > 0.05, or no expression data detected in RNA-seq, are filled using gray. GO terms are shown for two clusters of genes. (**b**) Overlap between DEGs detected in each comparison. (**c**) Heatmap showing full expression patterns of 238 DEGs detected in at least one comparison. The order of genes is the same as (**a**). Genes with no expression detected in RNA-seq are indicated in gray.

**Table 1:** Number of DEGs in the pairwise comparison of four KFTs in roots.

Comparison (Treatment vs. Control)	Total DEG	Upregulated	Downregulated
Q1B vs. Q1A	1	1	0
Q1C vs. Q1A	4	2	2
Q1D vs. Q1A	16	4	12
Q1C vs. Q1B	7	3	4
Q1D vs. Q1B	94	22	72
Q1D vs. Q1C	17	6	11
Average	23	6	17

## Data Availability

Illumina Sequencing data have been deposited to the Gene Expression Omnibus repository under the National Center for Biotechnology Information database. The accession number GSE214377 has been assigned to the data used in this manuscript.

## Supplementary Materials

The following supporting information can be downloaded at Zenodo: https://zenodo.org/record/7129570#.YzcBT3bMKF4 (accessed on 11 November 2022)

How the deposited data were processed for this re-analysis (not part of the article)

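The deposited tables hold counts per gene, which the authors made with HTSeq from poly(A) RNA libraries of Arabidopsis Columbia-0 roots and leaves, mapped with STAR after trimming and removal of duplicates. The tables also give log2 fold changes that the authors computed with DESeq2 on the libraries of each table. The p-values and adjusted p-values deposited beside them come from the same DESeq2 runs of the authors. These deposited results were used only as an alternative for the gene lists. The libraries were made with a directional kit, and the methods do not state whether the counting used the strand. The 24 tables hold 45 libraries of 15 conditions and 28545 genes. Of 2955609 values that appear in more than one table 0 differed between tables, and a gene left out of a table had no count in the libraries of that table wherever another table gave them. Totals per library ran from 29203427 to 117091661 counts with a median of 50467925. Q4L replicate 1 was the least deep and CR replicate 1 the deepest. The source name of Q4L replicate 1 says Q3, while its title, library code and treatment label say Q4, and it was taken as Q4.

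Gene names were taken from the RefSeq annotation of TAIR10.1, which matched 28285 genes by locus tag. The authors used the TAIR10.51 annotation, so no coordinates were compared with theirs. The reference files hold no GO annotation, and GO enrichment was not computed.

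Each comparison was fitted on its own libraries with edgeR 4.0.16 in R 4.3.3, after filterByExpr and TMM normalization, with the quasi-likelihood test and Benjamini-Hochberg adjustment over all genes tested. DEGs have an adjusted p-value of at most 0.05 and a log2 fold change of at least 1 in either direction. The paper's methods give a p-value threshold of 0.05 with the same fold change, the captions of its Figures 6 and 7 an adjusted one, and its tool, DESeq2 (version 1.42.0 here), was run on the same libraries. The comparisons are each KFT and the 4 KFTs together against the plate, the 6 pairs of KFTs, Q2, Q3 and Q4 against Q1 in roots and leaves, and the clinorotated plants against 4 controls in each tissue. The difference of the root and leaf changes was tested as an interaction at Q2, Q3 and Q4 against Q1 and for the clinostat against Q3. Q1R was also compared with Q1A to Q1D, which the paper does not do.

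Gene groups were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a correlation of 0.01 between genes, adjusted over 24 lists per comparison. The same lists were tested with a correlation estimated from the data and with fry. The lists are core hypoxia genes, ethylene signalling and response, ethylene biosynthesis, sulfur, phosphate, nitrate and iron nutrition, root triterpenes, light-harvesting antenna, leaf markers, dark and sugar starvation, circadian clock, touch and wounding, heat shock, cold and ABA, seed storage, very long chain fatty acids and suberin, cytosolic elongation factors, defense, extensins, auxin and gravity signalling, and root markers. Cytosolic ribosomal proteins and class III peroxidases were taken from the annotation by rule. Lists of the mitochondrial and plastid genomes, of nuclear genes that respond to mitochondrial dysfunction and of root-specific genes were added after first values had been seen. Counts of list members that rose, fell or passed use an adjusted p-value of at most 0.05 over all genes tested, without the fold threshold. A count adjusted over the list alone applies the Benjamini-Hochberg adjustment to the members of that list.

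Genes named are up to 8 per direction and comparison with the greatest fold changes among the DEGs, up to 8 members of each list that passed, and markers set in advance. Others are said to have been chosen after their values were seen. Expression is in TMM-normalized CPM as mean ± SD, and a log2 fold change carries the SE of the edgeR fit where given. Folds against a group with 0 counts are lower bounds that put the group at a floor of 3 counts in all. Such a floor covers counting error only, not the spread between plants.

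Genes shared by lists with a common control were compared with simulated comparisons whose groups share only that control, and with the product of the list sizes over the genes tested. Samples were not paired by number across groups, since different groups hold different plants and no label or method ties a number to a shared batch. In the time course libraries with the same replicate number in different groups were no more alike than others, with a mean correlation of 0 in roots and 0.006 in leaves. In the KFT set they were somewhat more alike, with a mean of 0.075 against -0.037 for other numbers and 13 of 30 pairs over 0.1. Roots and leaves of a KFT were dissected from the same plants, and root and leaf libraries of the same condition and number had a mean correlation of 0.022, with 0 of 15 pairs over 0.1. The interaction takes them as independent, and a fit with roots and leaves of a number joined in a replicate block was added.

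Alternatives set before the data were examined were DESeq2, RLE size factors, every gene with at least 1 count, an unadjusted p-value, no fold threshold, all libraries of a set in one fit, the replicate number as a block, each library left out, counts summed per vessel for the 4 KFTs with the single plate assumed to vary like them, control time points as separate groups, and Q1A to Q1D as the control of the time course. Leaving out genes of the organelle genomes and the block that joins roots and leaves were added after the data were seen. Other splits of the same libraries into groups of the same sizes were refitted, all of them or 100 draws.

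The tests were tested on simulated data with 26 comparisons of the size and depth of the real ones. Across these, with the fold threshold applied, edgeR recovered 0 to 43.3% of genes changed by a log2 fold change of 1, 38.8 to 97% at 2 and 53 to 98.5% at 3. DESeq2 recovered 16.4 to 47.8%, 65.7 to 97% and 72.7 to 98.5%. The highest number of false calls in a comparison was 20 for edgeR and 64 for DESeq2. With camera 26 of 26 raised lists were called and 1 unchanged list was. The simulated genes varied independently of each other, so this does not test camera on lists whose genes vary together. Between pairs of real KFTs camera called 50 of 144 lists at the preset correlation and 0 at an estimated one. Its p-values at the preset correlation may therefore be too small.

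Genes of families with near-identical members, among them the LHCB1 and LHCB2 antenna genes, and transcripts of the mitochondrial genome, part of which has a copy on nuclear chromosome 2, share reads, so their counts are uncertain. Sequence reads are not among the deposited tables used here, so strand, genotype and mapping were not examined. The figures of the paper, its clusters and its GO terms were not rebuilt.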

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

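Of the tests below, those of single groups of the time course against Q1A to Q1D, of the plastid transcripts, of the nuclear ribosomal RNA, of the steady effect of time, of the genes higher in Q1L and of roots and leaves joined in a replicate block were chosen after the results they explain were seen; the others were set before, that of mitochondrial dysfunction on a gene list added after first values had been seen.

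Q1R and Q1A to Q1D are both roots kept in KFTs before the flight profile, and 1934 genes were DEGs between them, which the paper does not report. Genes that a gene on the opposite strand overlaps made up 20.7% of these DEGs and 26% of the other genes, which argues against a different use of the strand in counting, and 95% stayed past the fold after a correction for GC content, which argues against that bias as the whole cause. Q1R as a group apart from its own set is argued against as the whole cause, since Q2R, Q3R, Q4R and CR had 1717, 1751, 2174 and 1264 DEGs against Q1A to Q1D, while they differed from Q1R at 47 to 143. With the same direction and at least 0.5 times the log2 fold change, Q2R held 66.2% of the 1934 DEGs, Q3R 63.6%, Q4R 67.2% and CR 55.5%. The bound first set asked for all 4 groups at once, which 36% met, and by that bound Q1R could stand apart. Chance losses in each group may lower that share, by an amount that was not estimated, so it does not decide. A difference of the sets as a whole, in plants, handling or libraries, stays a candidate explanation for most of the pattern. Time of day, growth, library batch and genotype go with the set, and the deposited counts hold no sequence that would tell them apart.

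Mitochondrial transcripts rose in roots, with 16 DEGs at Q2R and 16 at Q4R. A general carry-over of organelle RNA stays open at Q2R, where plastid transcripts had a median log2 fold change of 1.82, and the tables argue against it at Q4R, where that median was 0.092. A steady effect of time in the KFT is argued against by Q3R, which lies between them in time and had a mitochondrial median of 0.085. Ribosomal RNA made up 10800 of 11900 CPM of mitochondrial counts at Q2R and 11400 of 12500 at Q4R. More RNA without a poly(A) tail in these libraries is argued against as the whole cause, since the share of nuclear ribosomal RNA had log2 ratios to Q1R of 0.529 at Q2R and 0.296 at Q4R, and Q3R, with 3860 CPM of it against 3760 at Q2R, had no such rise of mitochondrial transcripts. Apart from ribosomal RNA, 14 of 56 mitochondrial genes rose at Q2R and 14 of 48 at Q4R. Nuclear genes of the response to mitochondrial dysfunction had medians of 0.52 at Q2R and 1.06 at Q4R, so a stress of mitochondria may be part of the pattern, at Q2R beside the carry-over that stays open there, as a hypothesis found and tested on the same plants. The Q2R median lies near the bound of 0.5 that had been set, and each time point is a single KFT.

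In leaves 13 genes fell in CL against Q1L, among 14 DEGs that become 114 without Q1L replicate 2, 1 without CL replicate 1 and 0 without Q1L replicate 3 or CL replicate 2 or 3. Root tissue in the Q1L libraries explained a median of 2.7% of their excess, which argues against it as the source for most of these genes. It explained 54.1% for KTI1 and 30.2% for GLYI4, and less for each of the others. Q1L replicate 1 held 5.09% of root signal against 0.13 and 0.28 in the other Q1L libraries, as a median over CASP1, EXPA7 and PRP3. These genes did not give the same share. In that library CASP1 was 9.5 CPM against a root mean of 185, EXPA7 4.68 against 91.9 and PRP3 3.84 against 245. Without Q1L replicate 1, 13 of 13 kept a log2 fold change of -1 or lower, so that library is not the whole cause. The clinostat stays open, because its controls disagree: 4 of 13 had a log2 fold change of -1 or lower in CL against Q2L, but 12 of 13 did against Q3L, the control of the same time, and 12 or 13 did with any 1 Q3L library left out. Those genes were chosen by their low level in the CL libraries, which both tests use, and edgeR called 0 DEGs in CL against Q3L (451 at an unadjusted p-value, 95 with DESeq2, and 126, 12 and 7 without Q3L replicates 1, 2 and 3). In Q2L against Q1L, without rotation, 13 of 13 were as low. That comparison was run first and was replaced because it shares Q1L with the pattern, and a difference of the Q1L plants or KFT stays untested.

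The change differed between roots and leaves for 22 genes at Q2, 2 at Q3, 2 at Q4 and, under clinorotation against Q3, 7. Roots and leaves were taken as independent there, although they come from the same plants; joined by number in a replicate block the test called 0 in each (1569, 1792, 800 and 2125 at an unadjusted p-value). Single libraries set these numbers, with 152 at Q2 without Q1L replicate 2 and 4 without Q1R replicate 1, 11 at Q3 without Q1L replicate 2, 21 at Q4 without Q4L replicate 1, the library whose source name says Q3 against its other labels, and 142 under clinorotation without Q3L replicate 1. The seed protein CRA1 was at 22.4 CPM in Q3R with 0 counts in Q1R, and single libraries of Q2R, Q4R, CR and Q1B reached 45.3, 97.5, 66.3 and 4060 CPM.

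Other splits of the same libraries were refitted for each result. For 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real values and the highest of the other splits were 13 and 0 for Q1A, 19 and 0 for Q1B, 10 and 0 for Q1C, 33 and 0 for Q1D, 47 and 1 for Q2R, 115 and 1 for Q3R, 124 and 1 for Q4R, 1 and 2 for CR against Q3R, and 143 and 0 for CR against Q1R. In leaves they were 0 and 1 at Q2L, 2 and 2 at Q3L, 0 and 0 at Q4L, 0 and 0 for CL against Q3L and 14 and 0 for CL against Q1L. The pairs of KFTs gave 0 and 0, and the camera lists of the designs with such splits gave 144 and 126.

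Where more splits exist they exchange single libraries. Few splits reached the real value for the 1934 genes between the sets (1 of 100 splits, the highest of the others 90) and the 22 genes at Q2 (1 of 100, 18). Few also did for the 4 KFTs against the plate (3 of 100, 183 against 104) and CR against Q1, Q2 and Q3 together (4 of 100, 80 against 5). For the sets and the plate the other splits also shuffled the remaining libraries over the groups, so they differ from the real fit in more than the contrast. Chance is not excluded by this, because the libraries of a group share a vessel and are not independent. By vessel there are 5 splits for the sets and for the plate and 4 for CR. With roots and leaves of the same plants kept together there are 10 at Q2. These numbers are all too few for a share under 0.05. The splits with 183 and 80 genes point to a structure of the samples other than the groups compared. Nor can chance be excluded for the interactions at Q3 (2 against 9, 16 of 100 splits), at Q4 (2 against 13, 13 of 100) and under clinorotation (7 against 13, 17 of 100). The splits decide nothing where the real value is 0, since every split is then as large: CR against Q1 and Q3 together (0 against 109, 84 of 84), CL against the same pair (0 against 67, 84 of 84), CL against Q1, Q2 and Q3 together (0 against 5, 100 of 100) and the values of 0 above; the splits with 109 and 67 genes point to structure as well.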

How the results depend on the processing

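Of the settings below, only the removal of organelle genes and the replicate block joining roots and leaves were added after the data were seen. Every count is a number of DEGs unless said otherwise, with the value of the chosen test in brackets. A limma test on normalized values, also planned, was not run because the files hold counts.

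DESeq2 called 164 in Q1A (13), 202 in Q1B (19), 143 in Q1C (10), 178 in Q1D (33), 202 in the 4 KFTs (104), and 27 on average between pairs of KFTs (0). It called 164 at Q2R (47), 261 at Q4R (124), 116 at Q2L (0), 35 at Q3L (2) and 40 at Q4L (0). For CR it called 67 against Q3 (1), 331 against Q1 (143), 53 against Q1 and Q3 (0) and 68 against Q1, Q2 and Q3 (5), and for CL in the same order 95 (0), 161 (14), 142 (0) and 40 (0). Interactions rose to 435, 285, 153 and 436 genes (22, 2, 2 and 7). On simulated data up to 49.7% of the DESeq2 calls of an interaction and 38.3% of those of a comparison were false, against 8.6% and 12.7% for edgeR. Those DESeq2 shares are the highest, at Q4 and Q4L. For Q1A to Q1D against the plate they were 5.5, 16.4, 23.2 and 5.5%, and for the 4 KFTs 3.7%. At Q4L edgeR recovered 0% of genes changed by a log2 fold change of 1, and DESeq2 16.4%. The simulated counts used dispersions that edgeR estimated, so they are not neutral between the tools.

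At an unadjusted p-value edgeR called 387, 503, 371 and 358 in Q1A to Q1D, 396 in the 4 KFTs, 203.83 on average between pairs, 346, 369 and 495 at Q2R to Q4R, and 362, 206 and 266 at Q2L to Q4L. It called 237, 468, 195 and 225 for CR and 451, 447, 533 and 477 for CL in the order above, and 2387, 2378, 1402 and 2765 genes in the interactions. With no fold threshold the 4 KFTs gave 186, Q2R 77, Q3R 953, Q4R 191, CR against Q1 337, CR against Q1, Q2 and Q3 9, and Q1R against Q1A to Q1D 6056.

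With every gene of at least 1 count edgeR called 31 in Q1A, 16 in Q1C, 59 in Q1D, 84 at Q2R, 224 at Q4R, 58 at Q2L and 8 at Q3L. For CR it called 14 against Q3, 256 against Q1, 14 against Q1 and Q3 and 14 against Q1, Q2 and Q3, for CL 140 against Q3, 76 against Q1 and 1 against Q1 and Q3, and the Q2 interaction gave 42.

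With all libraries of a set in one fit the counts were 48 in Q1A, 72 in Q1B, 44 in Q1C, 193 at Q4R, 0 at Q3L, and for CR 0 against Q3, 63 against Q1 and Q3 and 83 against Q1, Q2 and Q3, and for CL 0 against Q1. RLE size factors gave 0 for CR against Q1, Q2 and Q3 and 0 at Q3L. Counts summed per vessel gave 43 for the 4 KFTs, with the plate, a single vessel, assumed to vary like the KFTs. Control time points as separate groups gave 24 for CR against Q1 and Q3 and 88 against Q1, Q2 and Q3. With Q1A to Q1D as control there were 1717 at Q2R, 1751 at Q3R, 2174 at Q4R and 1264 for CR. Without organelle genes there were 23 in Q1A, 29 at Q2R and 0 for CR against Q1, Q2 and Q3.

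With the replicate number as a replicate block the counts were 1 in Q1A, 30 in Q1B, 3 in Q1C, 30 in Q1D, 101 in the 4 KFTs, 35, 98 and 142 at Q2R, Q3R and Q4R, 30, 0 and 0 at Q2L, Q3L and Q4L, and 0 between pairs. For CR they were 7 against Q3, 179 against Q1, 0 against Q1 and Q3 and 1 against Q1, Q2 and Q3, and for CL 0, 22, 0 and 0. Interactions were 92, 7, 0 and 0, and 0 in each with the replicate block joining roots and leaves of the same plants, Q1R against Q1A to Q1D 2002 and camera lists 209. The numbers do not pair the samples in the time course; in the KFT set the mean correlation of libraries with the same number was 0.075, and 6 of 15 libraries were closest to one with their own number.

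Leaving out 1 library at a time gave 5 (without Q1A replicate 2) to 29 (Q1P replicate 1) in Q1A, 2 (Q1B replicate 2) to 112 (Q1B replicate 1) in Q1B, 3 to 85 (Q1C replicate 1) in Q1C, 0 (Q1D replicate 3) to 117 (Q1P replicate 1) in Q1D, 55 (Q1P replicate 3) to 114 in the 4 KFTs and 0 to 81 (Q1B replicate 1) between pairs. In the time course it gave 28 (Q2R replicate 1) to 45 at Q2R, 46 (Q1R replicate 2) to 106 at Q3R, 83 to 132 at Q4R, 0 to 54 (Q1L replicate 2) at Q2L, 0 to 6 (Q1L replicate 1) at Q3L and 0 at Q4L. For CR it gave 0 to 166 against Q3, 33 (CR replicate 2) to 434 against Q1, 0 to 123 against Q1 and Q3 and 0 to 179 against Q1, Q2 and Q3, each the most without CR replicate 1. For CL it gave 0 to 126 (Q3L replicate 1), 0 to 114 (Q1L replicate 2), 0 to 4 (Q3L replicate 1) and 0. Interactions ran from 4 to 152 (Q1L replicate 2), 1 to 11 (Q1L replicate 2), 0 to 21 (Q4L replicate 1) and 3 to 142 (Q3L replicate 1), and Q1R against Q1A to Q1D from 1755 to 2447.

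Of 480 list tests camera called 203, with 4 at an estimated correlation and 25 by fry, and leaving out a library gave 194 to 209. Between pairs of KFTs camera called 50 of 144, with 0 at an estimated correlation. Of 280 calls of named genes 17 were lost and 7 others gained with DESeq2, which called 270, and 8 were lost with RLE size factors, which called 272, and 210 to 281 calls were made when a library was left out; no sign was reversed. Genes in 2 or more lists were 164 from DESeq2 and 164 from the deposited tables for the KFTs (22), 88 and 95 for root time points (37), 8 and 7 for leaf time points (0), 73 and 72 for CR (2) and 128 and 128 for CL (0).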

Differences from the paper's values

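The paper's values below are DEG counts at a log2 fold change of 1 and a p-value of 0.05, which its methods do not call adjusted and the captions of its Figures 6 and 7 do. The deposited tables give 164, 202, 140 and 178 DEGs for Q1A to Q1D at their adjusted p-value and 500, 600, 496 and 493 at the unadjusted one. Beside them stand counts from edgeR's quasi-likelihood test at an adjusted p-value of 0.05 and the same fold change. A value is called within the paper's when neither is more than 1.5 times the other. DESeq2 is the tool that the paper's methods name, and it was among the alternatives set before the data were examined, with RLE size factors, every gene with at least 1 count, all libraries in one fit, the replicate number as a block, an unadjusted p-value and no fold threshold.

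For the KFTs against the plate edgeR called 13, 19, 10 and 33 DEGs in Q1A to Q1D, where the paper's counts are 163, 201, 139 and 178. DESeq2 is within these with 164, 202, 143 and 178, and the other alternatives are not. In all 39 genes were called against the paper's 359, 28 up against the paper's 244 and 11 down against the paper's 115. The lists from DESeq2 (364, 249 and 115) and those of the deposited tables (362, 247 and 115) are within.

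Between pairs of KFTs edgeR called 0 DEGs in each, where the paper's Table 1 gives 1 for Q1B and Q1A, 4 for Q1C and Q1A, 16 for Q1D and Q1A, 7 for Q1C and Q1B, 94 for Q1D and Q1B and 17 for Q1D and Q1C, with an average of 23. At an unadjusted p-value edgeR called 214, 141, 164, 195, 374 and 135. DESeq2 called 1, 4, 25, 7, 105 and 17, on average 27, and is within for each but Q1D and Q1A. No other alternative is within for any pair.

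At the root time points edgeR called 47, 115 and 124 DEGs at Q2R, Q3R and Q4R, where the paper's counts are 123, 183 and 240. DESeq2 (164, 147 and 261) and every gene with at least 1 count (84, 171 and 224) are within that factor, all libraries in one fit is within at Q3R (128) and Q4R (193), and no fold threshold at Q4R (191). The other alternatives, with Q1A to Q1D as control among them, are not. In all 2.5e+02 genes were called, 149 up and 99 down, against the paper's 465 in all and the paper's 199 down, and the DESeq2 lists (479 and 200) and those of the deposited tables (509 and 217) are within.

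In leaves edgeR called 0, 2 and 0 DEGs at Q2L, Q3L and Q4L, where the paper's counts are 114, 36 and 38, and 2 in all against the paper's 179. At an unadjusted p-value it called 362, 206 and 266. DESeq2 is within with 116, 35 and 40 and 181 in all, as are the lists of the deposited tables with 180, and the other alternatives are not.

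For clinorotated roots edgeR called 147 genes in all against the paper's 369, 0 (0%) against all controls where the paper has 11 (3%), 2 (1.4%) against at least 2 where the paper has 79 (21.4%) and 141 only against Q1R where the paper has 267. The DESeq2 lists are within with 394, 12 (3%), 73 (18.5%) and 273. Those of the deposited tables are within with 382, 72 (18.8%) and 275, and outside for the genes against all controls, of which they hold 7.

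For clinorotated leaves edgeR called 14 genes in all against the paper's 238, 0 (0%) against all controls where the paper has 8 (3.4%), 0 (0%) against at least 2 where the paper has 127 (53.4%) and 14 (100%) only against Q1L where the paper has 53 (22.3%). The DESeq2 lists (244, 9 and 3.7%, 128 and 52.5%, 60 and 24.6%) and those of the deposited tables (245, 9 and 3.7%, 128 and 52.2%, 59 and 24.1%) are within.

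The paper names hypoxia among the enriched processes at all root time points. Of 45 core hypoxia genes edgeR found 0, 1 and 0 higher at Q2R, Q3R and Q4R with an adjusted p-value of at most 0.05, with median log2 fold changes of 0.09, 0.07 and 0.00. Adjusted over the list alone, more of them rose than fell at Q4R. A fixed list is another measure than the enrichment of a GO term in the paper's DEGs, which was not computed here. Q1R plants had also spent hours in a KFT already, so these values do not decide on the paper's statement. The paper states that more than 50% of all root DEGs were unique to a time point, and over the whole lists that agrees, with 14.9% of the edgeR genes and 18.4% of the DESeq2 genes called at 2 or more. Taken per time point the edgeR share is lower only at Q2R, with 29.8% (53% with DESeq2). In leaves the paper gives more than 90% as unique, and that agrees over the whole DESeq2 list, with 4.4% called at 2 or more, while per time point the shares were 93.1, 88.6 and 85%.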

Other observations

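The mitochondrial tests of leaves and the comparisons of the sets by single genes and by single groups were chosen after values had been seen.

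Mitochondrial genes of leaves had positive median changes after Q1, while their share of all counts moved little but for Q4L. That share was 735 CPM at Q1L, 787 at Q2L, 831 at Q3L, 1180 at Q4L and 708 in CL. The median log2 fold change of the mitochondrial genome was 0.63 at Q2L (camera adjusted p = 0.000268, 0.19 with an estimated correlation), 0.73 at Q3L (adjusted p = 1.08e-12 and 0.0166) and 0.84 at Q4L (adjusted p = 1.67e-05 and 0.272). In clinorotated leaves it was 1.01 (adjusted p = 6.17e-11, 0.00721 with an estimated correlation). The nuclear genes that respond to mitochondrial dysfunction, among them UPOX and AOX1A, had medians of -1.21, -0.73, -0.70 and -1.00, with 0 of 14 called in each comparison and p = 0.281, 0.501, 0.599 and 0.412 with an estimated correlation, so a nuclear change in either direction is not shown. Both shifts share the Q1L libraries, so a feature of Q1L alone gives them too. In roots the mitochondrial share of all counts was 2310 CPM at Q1R, 11900 at Q2R, 2690 at Q3R, 12500 at Q4R and 3080 in CR.

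Seedling roots of the KFT set carried more plastid transcripts than those of the time course. Plastid genes made up 1280 CPM in Q1A and 855 in Q1P against 160 in Q1R. Of 94 plastid genes 0 were higher in Q1R than in Q1A to Q1D and 70 were DEGs that fell, with a median log2 fold change of -2.44. Sucrose synthase SUS1, which also responds to low oxygen, fell by 1.1 on the log2 scale in that comparison (adjusted p = 0.000798). Of all genes 11 were at 1 CPM or more in each of the 15 libraries of the KFT set and at 1 count or less on average in the other 30, among them the sucrose transporter SUC7 at 4.02 CPM, BOB2 at 3.83 CPM, the amine oxidase AT4G12280 at 15.9 CPM and the resistance gene AT5G47260 at 5.45 CPM. The reverse held for 1 gene, AT3G44006, at 3.62 CPM in the root time course. All libraries are given as Columbia-0, and counts alone cannot tell a genotype from a batch.

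The plate libraries belong to the KFT set, so the KFT comparisons hold within one set, and the time course and clinostat comparisons within the other. The 1934 DEGs between the sets may reflect handling as well as plants, and each of Q2R, Q3R, Q4R and CR held 55.5% or more of them, all 4 at once 36%.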
